# Synergistic activation of RARβ and RARγ nuclear receptors restores cell specialization during stem cell differentiation by hijacking RARα-controlled programs

**DOI:** 10.26508/lsa.202201627

**Published:** 2022-11-29

**Authors:** Aysis Koshy, Elodie Mathieux, François Stüder, Aude Bramoulle, Michele Lieb, Bruno Maria Colombo, Hinrich Gronemeyer, Marco Antonio Mendoza-Parra

## Abstract

How cells respond to different external cues to develop along defined cell lineages to form complex tissues is a major question in systems biology. Here, we investigated the potential of retinoic acid receptor (RAR)–selective synthetic agonists to activate the gene regulatory programs driving cell specialization during nervous tissue formation from embryonic carcinoma (P19) and mouse embryonic (E14) stem cells. Specifically, we found that the synergistic activation of the RARβ and RARγ by selective ligands (BMS641 or BMS961) induces cell maturation to specialized neuronal subtypes, and to astrocytes and oligodendrocyte precursors. Using RAR isotype knockout lines exposed to RAR-specific agonists, interrogated by global transcriptome landscaping and in silico modeling of transcription regulatory signal propagation, revealed major RARα-driven gene programs essential for optimal neuronal cell specialization and hijacked by the synergistic activation of the RARβ and RARγ receptors. Overall, this study provides a systems biology view of the gene programs accounting for the previously observed redundancy between RARs, paving the way toward their potential use for directing cell specialization during nervous tissue formation.

## Abstract (precis)

Synergistic activation of RARβ and RARγ nuclear receptors in mouse stem cells restores cell specialization during neuronal differentiation by hijacking RARα-controlled programs.

## Introduction

The potential of all-trans retinoid acid (ATRA) to induce differentiation of embryonic stem and embryonic carcinoma (EC) cells is well established (Soprano et al, 2007; Niederreither and Dollé, 2008). ATRA is a ligand for the three retinoic acid receptors (RARα, RARβ, and RARγ), and major medicinal chemistry efforts have resulted in the synthesis of ligands that are selective for each RAR isotype (de Lera et al, 2007; Álvarez et al, 2014). Multiple studies, including ours, demonstrated that P19 stem cells differentiate into neuronal precursors when treated with ATRA or the RARα-specific agonist BMS753, but they do not progress in differentiation when treated with the RARβ-specific agonist BMS641 or the RARγ-specific agonist BMS961 (Mendoza-Parra et al, 2016a).

Here, we have investigated the neuronal lineage–inducing potential of individual and combined subtype–specific retinoids in the two-dimensional monolayer culture of P19 EC and mouse embryonic stem cells (mESCs) (E14). We observe that, in addition to ATRA and RARα agonists, the combination of RARβ and RARγ agonists triggers a complex differentiation process generating a variety of neuronal subtypes, oligodendrocyte precursors and GFAP (+) astrocytes. This synergistic effect has been decorticated on the grounds of the RAR/RXR-driven gene programs, and the use of RAR subtype–deficient cells, which were instrumental for revealing the specificity of each of the synthetic ligands. Finally, we reveal that the RARβ+γ synergy, which involves a defined set of gene programs controlled by key master players, is antagonized in the presence of RARα, suggesting that an asynchronous activation of the various RARs leads to impaired neuronal specialization.

## Results

### Synergistic activation of RARγ and RARβ induces neuronal cell specialization in P19 embryonic stem cells

Using the well-established monolayer culture for efficient morphological P19 cell differentiation (Monzo et al, 2012; Mendoza-Parra et al, 2016a), we observed that after 10 d of treatment, ATRA or the RARα agonist BMS753 induced not only neuronal precursors, as revealed by immunofluorescence using the neuronal marker tubulin β-3 (TUBB3), but also mature neurons, as revealed by the microtubule-associated protein 2 (MAP2) (Fig 1A and B). In contrast, treatment with the RARβ-specific ligand BMS641 or the RARγ agonist BMS961 did not lead to neuronal differentiation. We only observed neuronal-like cells presenting short neurite outgrowth structures, devoid of MAP2 immunostaining. Surprisingly, the combination of these two synthetic agonists (BMS641 and BMS961) restored neuronal differentiation presenting neurite outgrowth characteristics as similar as those observed on ATRA- or BMS753-treated samples (Fig 1B).

**Figure 1.**
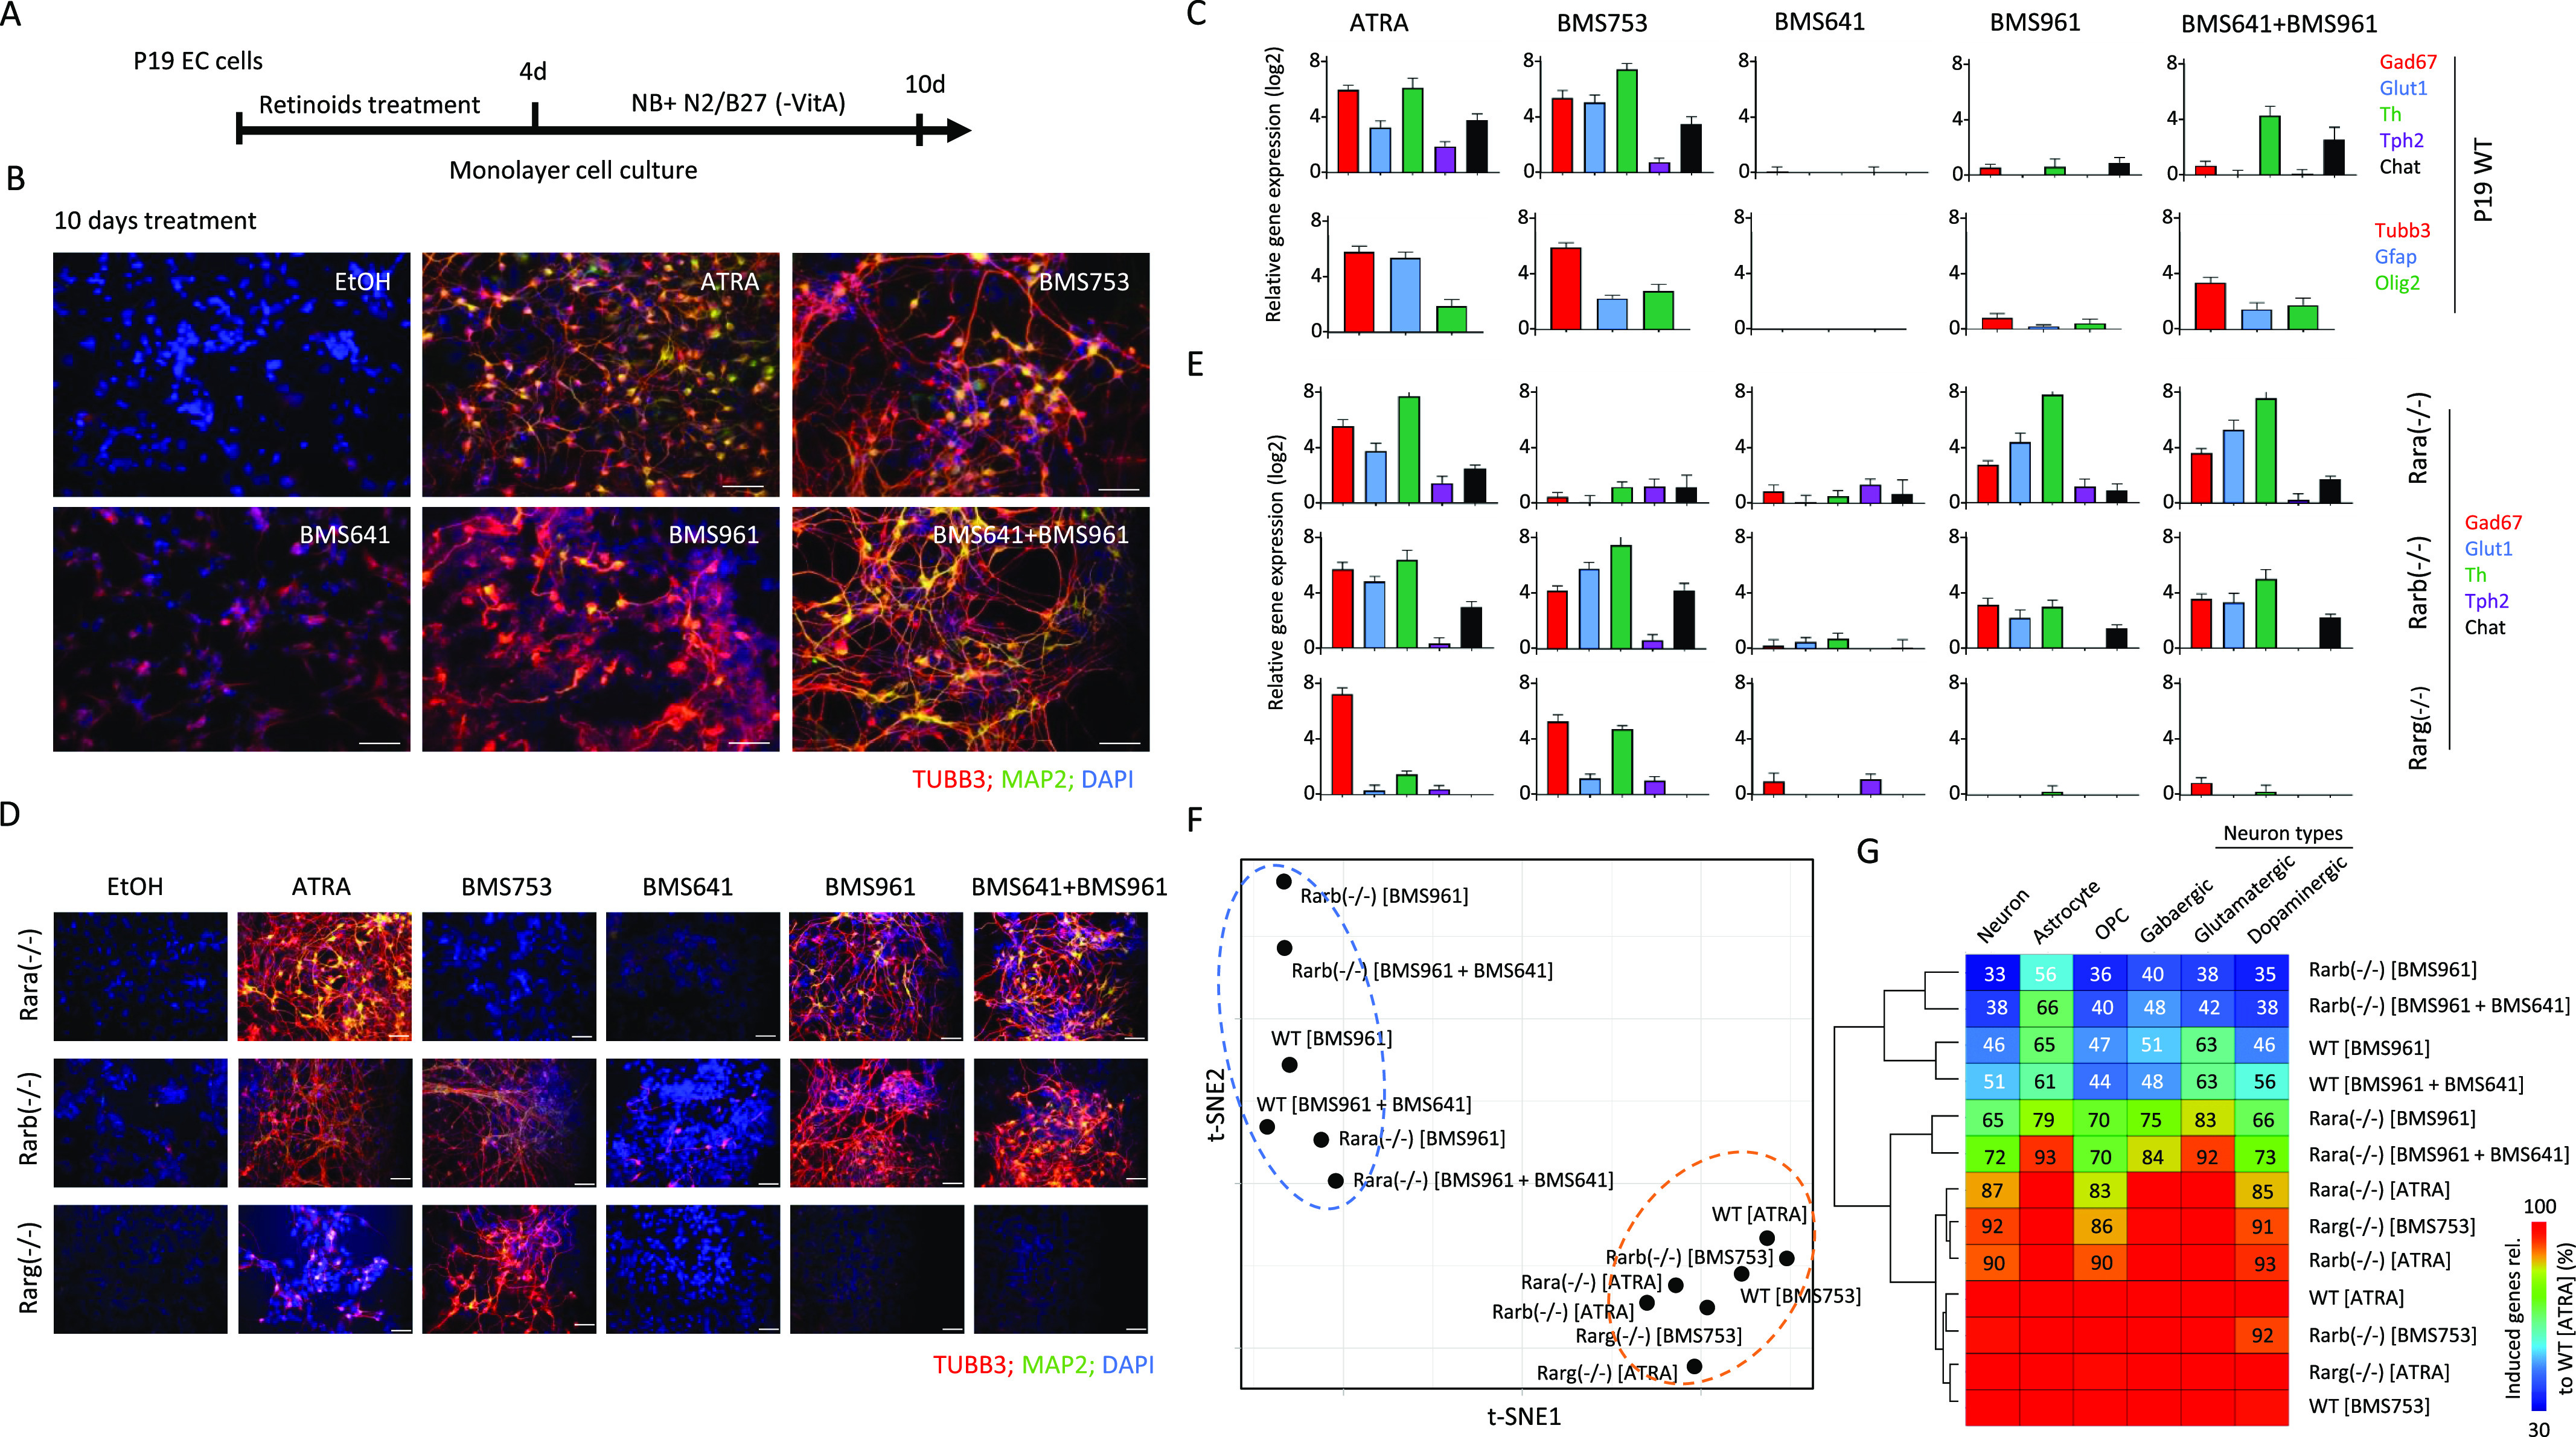
Synergistic activation of the RARγ and RARβ induces neuronal cell specialization in P19 embryonic stem cells. **(A)** Schematic representation of the P19 cell differentiation assay. P19 cells cultured on monolayer are exposed to retinoids during 4 d to induce cell fate commitment; then, they are cultured for six more days on a synthetic medium (Neurobasal, NB) complemented with N2 and B27 (without vitamin A) supplements. **(B)** Immunofluorescence micrograph of WT P19 cells after 10 d of culture in presence of either ethanol (EtOH: vehicle control), all-trans retinoic acid, the RARα agonist BMS753, the RARβ agonist BSM641, the RARγ agonist BMS961, or the combination of RARβ and RARγ agonists. Cells were stained for the neuronal precursor marker TUBB3 (red) and the marker for mature neurons MAP2 (green). Nuclei were stained with DAPI (blue). **(C)** Top panel: RT–qPCR revealing the mRNA expression levels of gene markers associated with GABAergic (Gad67), glutamatergic (Glut1), dopaminergic (Th), or cholinergic (Chat) neuronal subtypes in samples treated with the indicated RAR agonists. Bottom panel: RT–qPCR mRNA gene expression levels of the glial fibrillary acidic protein (Gfap), the oligodendrocyte transcription factor 2 (Olig2) and the neuronal precursor marker Tubb3. **(D)** Immunofluorescence micrograph of P19 Rar-null mutant cells after 10 d of treatment with the aforementioned RAR agonists. **(E)** RT–qPCR mRNA expression levels of gene markers associated with the aforementioned neuronal subtypes assessed on P19 Rar-null mutant cells. **(F)** t-Distributed stochastic neighbor embedding analysis of differential gene expression readouts assessed on global transcriptomes performed on WT or Rar-null cells treated with specific agonists (10 d). Differential gene expression has been assessed relative to the ethanol-treated control sample (fold change levels >4). **(G)** Fraction of up-regulated genes (fold change levels >4) associated with markers corresponding to specialized cells relative to those observed on the gold-standard WT all-trans retinoic acid–treated sample. Fraction levels higher than 95% are only displayed with the heatmap color code (red).

Neuronal maturation has been further supported by RT–qPCR assays revealing significant transcript levels associated with markers for GABAergic (*Gad67*), glutamatergic (*Glut1*), dopaminergic (*Th*), or cholinergic (*Chat*) neuronal subtypes in samples treated with ATRA and BMS753 (Fig 1C). Combined exposure to RARβ+γ agonists (BMS641 and BMS961) presented significant expression levels only for the markers *Th* and *Chat*, suggesting not only a partial neuronal subtype differentiation in comparison with ATRA or BMS753 treatment, but also the necessity of a more comprehensive strategy (global transcriptomes) to evaluate the cell specialization success. In addition to neuronal cell specialization, RT–qPCR assays also revealed significant expression levels of the glial fibrillary acidic proteins (*Gfap*) and oligodendrocyte transcription factor 2 (*Olig2*) genes, indicative of the presence of astrocytes and oligodendrocyte precursors, both in ATRA and BMS753 treatment and in the combination of BMS641 and BMS961 agonists (Fig 1C).

Although the combined exposure to RARβ+γ agonists (BMS641 and BMS961) led to morphological neuronal cell specialization, the evaluated markers present systematic lower levels than those observed in ATRA or BMS753. As this could be due to a potential inhibitory effect of non-liganded RARα, we engineered P19 cells deficient for each of the RARs using the CRISPR/Cas9 technology. Surprisingly, the absence of the expression of either RARα, RARβ, or RARγ receptor directly affected the expression of the non-deleted RARα and the RARβ receptors, notably by preserving their induction after 96 h of treatment (Fig S1). Furthermore, P19 Rara(−/−) cells gave rise to mature neurons when treated not only with ATRA, but also with the RARγ agonist BMS961 or the combination of RARβ+γ ligands (BMS641 and BMS961), as revealed by TUBB3/MAP2 immunostaining (Fig 1D) and the high expression of transcripts associated with neuronal subtypes *Gad67*, *Glut1*, and *Th* (Fig 1E), *Tubb3* and the oligodendrocyte marker *Olig2* (Fig S2). The observed enhanced neuronal differentiation in the presence of the RARγ agonist in P19 Rara(−/−) relative to WT cells is in agreement with previous studies on the functional redundancy of RAR subtypes during endodermal (F9) and neuronal (P19) cell differentiation (Roy et al, 1995; Taneja et al, 1995, 1996). Neuronal differentiation was also observed in RARβ-deficient cells treated with not only ATRA or the RARα agonist (BMS753), but also the RARγ agonist (BMS961) and the RARβ+γ agonist combination (BMS641 and BMS961) (Fig 1D and E). Finally, the Rarg(−/−) cells entered neuronal differentiation only in the presence of ATRA or BMS753, in agreement with our earlier finding that the RARα-dependent gene program directs the neuronal cell fate of P19 cells (Mendoza-Parra et al, 2016a).

**Figure S1.**
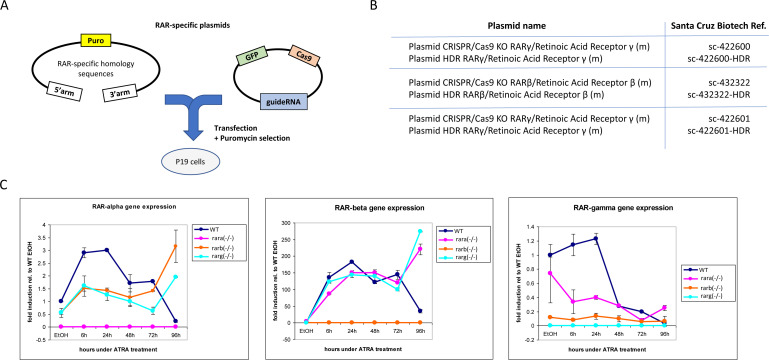
Generation and validation of P19 cells deficient for each of the RARs. **(A)** Gene knockout strategy based on targeted CRISPR/Cas9 DNA cleavage and the incorporation of a puromycin resistance cassette by homologous recombination. **(B)** Reference of the used plasmids, purchased from Santa Cruz Biotechnology. **(C)** RT–qPCR assay evaluating the expression of each of the RARs during the first 96 h of P19 cell differentiation driven by all-trans retinoic acid treatment in either WT control cells or the generated Rar-null mutant lines.

**Figure S2.**
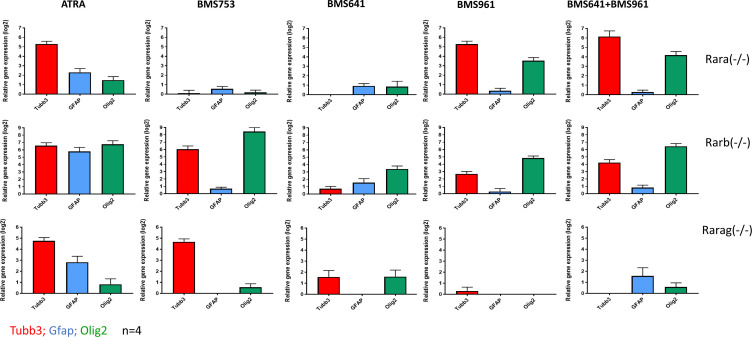
Differential expression response of the neuronal precursor gene Tubb3, the astrocyte-related marker Gfap, and the oligodendrocyte marker Olig2 in the context of the P19 cells deficient for each of the RARs. P19 Rar mutant lines were treated (10 d) with either the pan-retinoic acid agonist ATRA, or the synthetic agonists BMS753 (Rara-specific), BMS641 (Rarb-specific), and BMS961 (Rarg-specific). Illustrated RT–qPCR assays correspond to the average of four independent experiments.

Although neuronal differentiation performance driven by RARβ+γ agonist treatment on WT, and Rara- and Rarb-deficient cells was evaluated by immunostaining and RT–qPCR assays targeting few marker genes, we reasoned that a comprehensive strategy could reveal potential differences among these multiple conditions. 

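RNA sequencing of P19 cells at day 10 covered 16 conditions, 5 of WT cells and 11 of the Rara(−/−), Rarb(−/−) and Rarg(−/−) lines. Each condition has 1 library, so no difference between conditions has a replicate check. Cells received ATRA or BMS753 at 1 μM, BMS641 or BMS961 at 0.1 μM, or ethanol (EtOH) as the vehicle, for 4 d, and were then kept in Neurobasal medium for 6 d. The authors mapped the reads to mm9 with Bowtie, assigned them to genes with featureCounts, and compared each library with the library of WT cells after 2 d of ethanol. They deposited a table per comparison with the log2 fold change and the unadjusted p-value of the genes in it. Read counts are not part of these tables, and the depth of the libraries is unknown. All p-values in the tables are under 0.01. With this limit, the smallest absolute log2 fold change in a day 10 table lay between 2.71 and 4.73, depending on the table. A gene missing from a table is called not listed here, which does not mean that it was unresponsive. Genes with a log2 fold change over 2, the 4-fold threshold of Fig S3, were counted as up-regulated, and the same threshold was used for down-regulated genes. Rara, Rarb and Rarg are in none of the 23 tables, so the loss of each receptor could not be checked in the mutant lines. The comparisons of the mutant lines use the WT library as their reference, and no vehicle-treated library of a mutant line was used here.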

Global transcriptome assays performed on WT or RAR subtype–deficient cells treated with specific agonists during 10 d revealed between 1,340 and 2,250 up-regulated genes (fold change levels >4 relative to the ethanol control) allowing to query for cell specialization signatures and their corresponding divergencies between samples (Fig S3). Indeed, a t-distributed stochastic neighbor embedding analysis of their differentially expressed genes revealed two major groups. 

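At day 10, 395 genes were up-regulated in WT cells treated with ATRA and 383 in those treated with BMS753. The combination of BMS641 and BMS961 up-regulated 173 genes in WT cells, and BMS961 alone 143. In Rara(−/−) cells, ATRA up-regulated 333 genes, the combination 294, and BMS961 alone 191. The Rarb(−/−) line had 359 up-regulated genes with ATRA, 391 with BMS753, 145 with the combination, and 123 with BMS961. The Rarg(−/−) line had 375 with ATRA, 348 with BMS753, 151 with the combination, and 149 with BMS641. WT cells kept in ethanol for the same time had 167 up-regulated genes relative to ethanol at day 2. Down-regulated genes numbered between 117 in Rara(−/−) cells with the combination and 183 in Rara(−/−) cells with ATRA. With a stricter p-value limit of 0.001, chosen after the data were seen, 94 up-regulated genes were left in WT cells with ATRA and 36 in WT cells with the combination.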

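The up-regulated genes with the largest log2 fold changes in WT cells treated with ATRA for 10 d were Gria2, Actl6b, Lhx5, Ttc9b and Kctd12. Gria2 lies on chromosome 3 of mm9 from 80488858 to 80606713 and encodes a glutamate receptor subunit. Its log2 fold change in the authors' deposited table was 11.67 (p = 3.15e-05). Gria2 was up-regulated in 9 of the day 10 tables, and Lhx5 in 6. Kctd12 was up-regulated in all 16 day 10 tables, ethanol included. In the authors' deposited table, the log2 fold change of Kctd12 was 10.69 with ATRA and 7.18 in ethanol. The largest decreases with ATRA were those of Tdgf1, Pou5f1-rs4, Zscan10, Nr5a1 and Pou5f1-rs6. Tdgf1 fell by 10.62 on the log2 scale in the authors' deposited table, and was listed in 17 tables. Pou5f1-rs4 and Pou5f1-rs6 are retrocopies of Pou5f1, and their values are uncertain, since the counting could split reads between near-identical copies.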

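The similarity of the day 10 conditions was measured here on sets of genes rather than by embedding. For every pair of conditions, the Jaccard index was computed, which is the number of genes up-regulated in both divided by the number up-regulated in either. Average-linkage clustering of these indices into 2 branches placed 9 of the 16 conditions in the branch of WT cells treated with ATRA.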

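Among the 7 conditions treated with ATRA or BMS753, the Jaccard index of the 21 pairs ranged from 0.284 to 0.638, with a median of 0.486. All 7 fell in the branch of WT cells treated with ATRA.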

The first comprises WT or RAR subtype–deficient cells treated with either ATRA or the RARα agonist (BMS753) (Fig 1F). The second group gathers samples treated with the RARγ (BMS961) or the combination of RARβ and RARγ agonists (BMS641 and BMS961). This second group displays significant disparities among their components, with the transcriptomes of RARβ+γ agonist–treated Rara(−/−) cells being closer to group 1 than the others, in line with the observed neuronal differentiation (Fig 1F).

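The other 9 day 10 conditions include the ethanol control and Rarg(−/−) cells treated with BMS641 alone. Their 36 pairs had Jaccard indices from 0.130 to 0.840, with a median of 0.283. Across the 63 pairs that join an ATRA or BMS753 condition to one of these 9, the median was 0.122. WT cells treated with BMS961 shared 98 of their up-regulated genes with the ethanol control, which is 68.5%. For WT cells treated with the combination, 89 up-regulated genes were shared with ethanol, or 51.4%.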

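With the 7 ATRA and BMS753 conditions, Rara(−/−) cells treated with the combination of BMS641 and BMS961 had Jaccard indices from 0.251 to 0.504, with a median of 0.378. For WT cells treated with the combination, the indices to the same conditions lay between 0.111 and 0.198. Rara(−/−) cells treated with BMS961 alone reached 0.173 to 0.283. Both Rara(−/−) conditions were clustered in the branch of WT cells treated with ATRA. With complete linkage, Rara(−/−) cells treated with BMS961 alone left that branch. When the Spearman correlation of log2 fold changes over the genes in both tables replaced the Jaccard index, both left it. The correlation with WT ATRA was then 0.868 for the combination and 0.878 for BMS961 alone in Rara(−/−) cells. For WT cells with the combination it was 0.835. This correlation leaves out every gene listed in 1 of the tables only, so it cannot show a gap in the number of shared genes. The 128 genes listed in both WT tables all changed in the same direction, and a mix of large increases and decreases keeps such a correlation high.

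**Figure D1:**
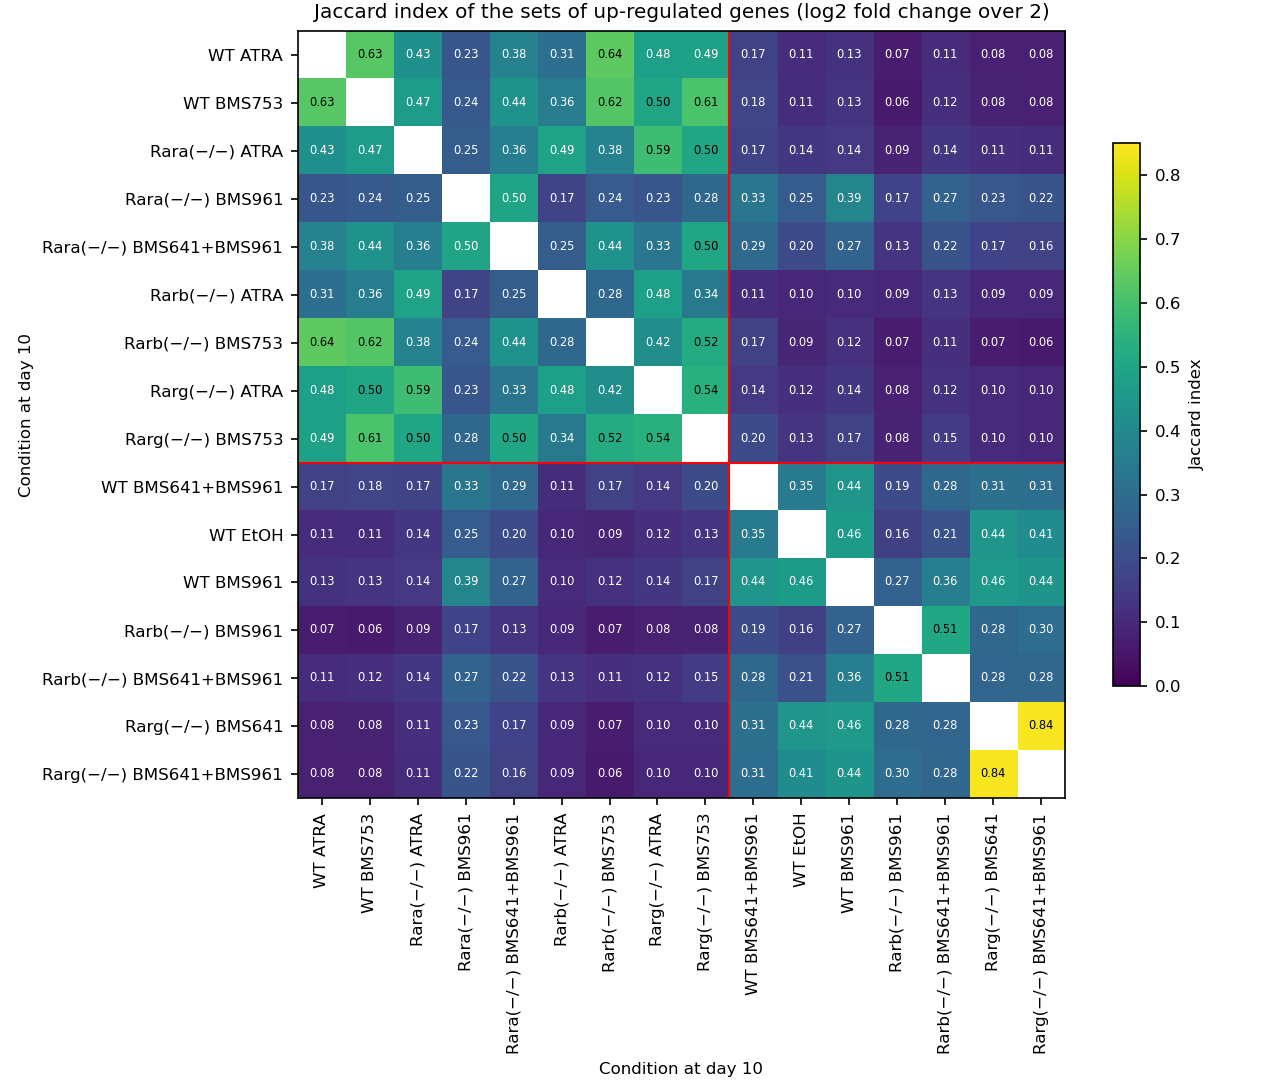
Jaccard index of the up-regulated genes for every pair of the 16 day 10 conditions, each with 1 library. Rows and columns are conditions, and the red lines separate the 9 conditions in the branch of WT ATRA from the others. The highest index, 0.840, is between Rarg(−/−) cells treated with BMS641 and those treated with the combination.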

**Figure S3.**
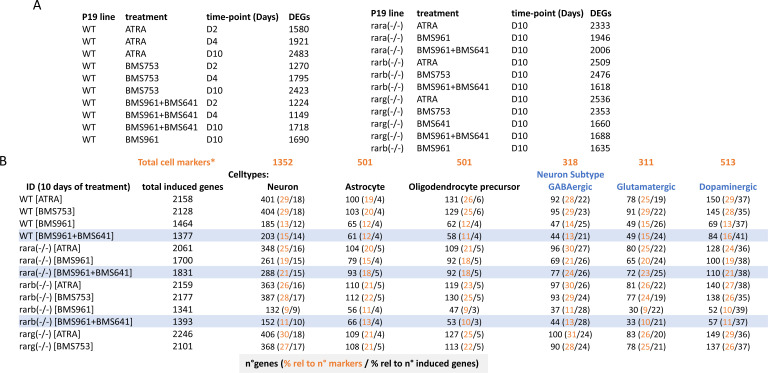
Number of differentially expressed genes observed on global transcriptomes and their comparison with genes associated with specialized cells. **(A)** Differentially expressed genes (DEGs; relative to ethanol-treated control sample) in the WT and RAR mutant P19 lines and under the listed treatments and at different stages (time-points in days) were computed for a log_2_ fold change threshold of 2. **(B)** Number of induced genes in the listed conditions (ID) after 10 d of treatment, and the fraction corresponding to neuronal, astrocyte, or oligodendrocyte precursor cell types, and to the indicated neuronal subtypes. Fractions (in percent) were calculated either relative to the described total number of genes per cell markers listed in Table S1 (*) or relative to the total number of induced genes. Highlighted rows correspond to samples treated with the RARβ + RARγ ligands.

To further understand this classification through better characterization of the cell specialization signature during these differentiation conditions, we have collected an ensemble of gene markers associated with neurons (1,352 genes), astrocytes (501 genes), and oligodendrocyte precursors (OPCs: 501 genes), and stratified on GABAergic (318 genes), glutamatergic (311 genes), and dopaminergic (513 genes) neuronal subtypes (Table S1) (Hook et al, 2018; Tasic et al, 2018; Voskuhl et al, 2019). 

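The symbols of Table S1, without its empty entries, gave 1348 neuron, 498 astrocyte and 498 OPC markers, and 316 GABAergic, 309 glutamatergic and 510 dopaminergic markers. Of the 1348 neuron markers, 330 were listed in at least 1 of the 23 tables. In WT cells treated with ATRA for 10 d, the up-regulated genes included 129 neuron, 24 astrocyte and 36 OPC markers. Together, 174 genes were in at least 1 of these 3 lists, which is 44.1% of the up-regulated genes. Among the down-regulated genes, the share was 14.6%. In the ethanol control at day 10, 21.0% of the up-regulated genes were in these lists. Matching symbols without regard to case and with older symbols gave 133 neuron markers in WT cells treated with ATRA.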

By comparing the number of up-regulated genes in the WT ATRA treatment with these comprehensive lists of markers, we have revealed that ∼30% of them are associated with markers corresponding to specialized cells (632 from 2,158 up-regulated genes from which 401 are associated with neurons, 100 with astrocytes, and 131 with oligodendrocyte precursors) (Fig S3). 

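The number of up-regulated markers in each condition was expressed as a percent of the number in WT cells treated with ATRA for 10 d. Over the other 6 conditions treated with ATRA or BMS753, neuron markers ranged from 66.7% in Rara(−/−) cells with ATRA to 90.7% in Rarb(−/−) cells with BMS753. Astrocyte markers ranged from 87.5% to 121%, and OPC markers from 72.2% to 91.7%. For the neuronal subtypes, the range was 73.3% to 107% for GABAergic, 65.2% to 104% for glutamatergic and 68.1% to 95.7% for dopaminergic markers.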

Considering the up-regulated genes associated with specialized cells in the WT ATRA condition as the gold standard for optimal cell differentiation, we have revealed that most of the ATRA- or BMS753-treated samples presented similar amounts of genes associated with specialized cells. Indeed, the Rara(−/−) mutant sample treated with ATRA recapitulated ∼83% of the gold-standard up-regulated genes associated with oligodendrocyte precursors, ∼87% for neuronal-associated gene markers, and ∼85% for the dopaminergic neuronal subtype; a similar behavior is observed for the Rarb(−/−) mutant treated with ATRA or the Rarg(−/−) mutant treated with the BMS753 ligand (Fig 1G). In contrast, samples treated with the RARγ agonist BMS961 give rise to cell marker levels of only ∼30% in the context of the Rarb(−/−) mutant, and to ∼70% in the context of the Rara(−/−). 

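In Rara(−/−) cells treated with ATRA, 86 neuron markers were up-regulated, together with 28 OPC markers, or 77.8% of the number in WT, and 40 dopaminergic markers, or 85.1%. The Rarb(−/−) line treated with ATRA had 88 neuron, 26 OPC and 32 dopaminergic markers. The Rarg(−/−) line treated with BMS753 had 96 neuron, 28 OPC and 45 dopaminergic markers. A ratio of numbers does not require the same genes. Of the 129 neuron markers up-regulated in WT cells by ATRA, 63 were up-regulated by ATRA in Rara(−/−) cells, which is 48.8%.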

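With BMS961 alone, 14 neuron markers were up-regulated in Rarb(−/−) cells, 10.9% of the number in WT cells with ATRA, and 46 in Rara(−/−) cells, or 35.7%. WT cells had 24 with the same ligand, or 18.6%. The ethanol control at day 10 had 18, or 14.0%. For astrocyte markers, BMS961 gave 79.2% in Rara(−/−) cells and 29.2% in Rarb(−/−) cells, and the ethanol control 45.8%. Of the 19 astrocyte markers in Rara(−/−) cells, 12 were also up-regulated in WT cells with ATRA. None of the 7 in Rarb(−/−) cells was.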

Importantly, treating the Rara(−/−) mutant with the combination of the RARβ+γ agonist (BMS641 and BMS961) leads to >70% of the gold-standard levels associated with neuronal cells, and even more than 90% for astrocyte or the glutamatergic neuronal cell type, demonstrating that the use of a synergistic RARβ+γ agonist treatment on RARα subtype–deficient cells leads to enhanced restoration of cell specialization during P19 stem cell differentiation.

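Rara(−/−) cells treated with BMS641 and BMS961 had 79 up-regulated neuron markers, 61.2% of the number in WT cells with ATRA. WT cells treated with the same combination had 32, or 24.8%, and the Rarb(−/−) and Rarg(−/−) lines 27 and 13. In Rara(−/−) cells, the combination up-regulated as many astrocyte markers as ATRA did in WT cells, and 16 of them were the same genes. Of the glutamatergic markers, 15 were up-regulated against 23 with ATRA, and of the dopaminergic markers 34 against 47. GABAergic markers reached 56.7% and OPC markers 58.3%. Of the neuron markers that ATRA up-regulated in WT cells, the combination up-regulated 43.4% in Rara(−/−) cells and 17.1% in WT cells. In Rara(−/−) cells, 9 of the neuron markers were also up-regulated in the ethanol control, and in WT cells 11. From the recovery of these markers, the paper concludes that the RARβ+γ agonist treatment leads to an enhanced restoration of cell specialization in cells without RARα.

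**Figure D2:**
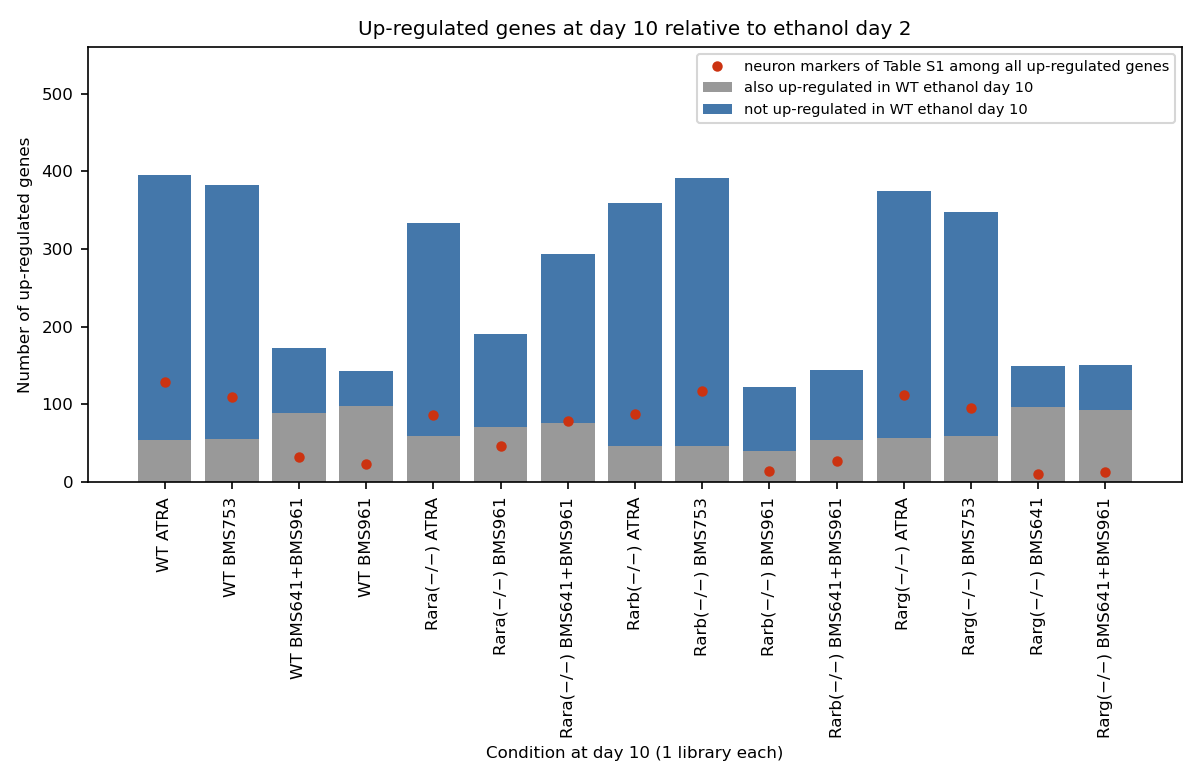
Number of genes up-regulated at day 10 relative to ethanol at day 2, for 15 conditions with 1 library each. Bars are divided into genes that are also up-regulated in WT cells in ethanol at day 10 (gray) and genes that are not (blue), and red points give the neuron markers of Table S1. With the combination, 84 genes are not shared with ethanol in WT cells and 218 in Rara(−/−) cells.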

Table S1 Gene markers associated with neurons, astrocytes, and oligodendrocyte precursors, and stratified on GABAergic, glutamatergic, and dopaminergic neuronal subtypes. These markers were collected from Tasic et al (2018) (Table S9: GABAergic, glutamatergic neurons), Hook et al (2018) (Table S2: dopaminergic [Th+] neurons), and Voskuhl et al (2019) (Dataset S02: astrocytes, neurons, and oligodendrocyte precursors).

### P19 differentiation driven by the combination of RARβ and RARγ agonists presents a delayed expression of cell specialization markers

To assess the temporal evolution of gene expression during RAR ligand–induced neuronal differentiation and to associate specific gene programs with the appearance of neuronal cell subtypes, we generated global transcriptomes after 2, 4, and 10 d of treatment of WT P19 cells. This has been performed for samples treated with either the pan-agonist ATRA—as a gold-standard treatment—the RARα-specific agonist BMS753, or the combination of RARβ and RARγ agonists (BMS641 and BMS961), shown to induce neuronal cell specialization.

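For the time course of WT cells, the authors deposited tables for ATRA, BMS753 and the combination of BMS641 and BMS961 at days 2, 4 and 10, and for ethanol at days 4 and 10. The reference of all of them is the ethanol library of day 2. Days 2 and 4 fall within the exposure to the ligand, and day 10 follows 6 d in Neurobasal medium. At days 2 and 4, the smallest absolute log2 fold change in a table lay between 1.17 and 4.24. Early time-points had few genes under the p-value limit. ATRA gave 144 differentially expressed genes at day 2 and 279 at day 4, BMS753 gave 145 and 204, and the combination 91 and 90. Ethanol alone gave 39 at day 4.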

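Genes were assigned to temporal patterns by the days on which their log2 fold change relative to ethanol at day 2 was over 1, the 2-fold threshold of Fig 2A. With ATRA, 493 genes were up-regulated on at least 1 of the 3 days.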

Differential gene expression through the aforementioned time-points —assessed during ATRA treatment— was classified into 14 relevant gene co-expression paths, defined herein as a group of genes with similar temporal changes of expression levels (Fig 2A). 

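Up-regulation by ATRA at days 2, 4 and 10, the pattern of Path 1, was found for 34 genes, or 6.90% of those up-regulated on any day. Of these 34 genes, 13 were also up-regulated in ethanol at day 10, and without genes up-regulated in ethanol at day 4 or day 10 Path 1 held 21.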

For instance, Path 1 (1,195 genes) corresponds to genes up-regulated (fold change >2 relative to vehicle at d0) after 2 d of treatment and remained overexpressed until day 10. Paths 2 (725 genes) and 4 (582 genes) comprise late up-regulated genes, induced only at d4 and d10, respectively (Fig 2A). 

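The pattern of Path 2, up-regulation at days 4 and 10, held 89 genes with ATRA, and that of Path 4, up-regulation at day 10 only, held 266, or 54.0%. A further 42 genes were up-regulated at day 2 only, 39 at day 4 only, 17 at days 2 and 4, and 6 at days 2 and 10. Since the smallest fold change that passes the p-value limit differs between tables, a gene that is not listed at day 2 is not shown to be silent at that time.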

A gene ontology term analysis performed over the first seven gene co-expression paths—associated with up-regulated genes at least at one time-point—reveals that Path 1 comprises genes involved in neuronal differentiation, nervous system development, or axon guidance, and Path 2, in axonogenesis or axon development, whereas Path 4 is associated with chemical synaptic transmission, synaptic vesicle budding, or synapse organization, in agreement with the time of induction along the neuronal differentiation lineage and subtype specification (Fig 2B).

**Figure 2.**
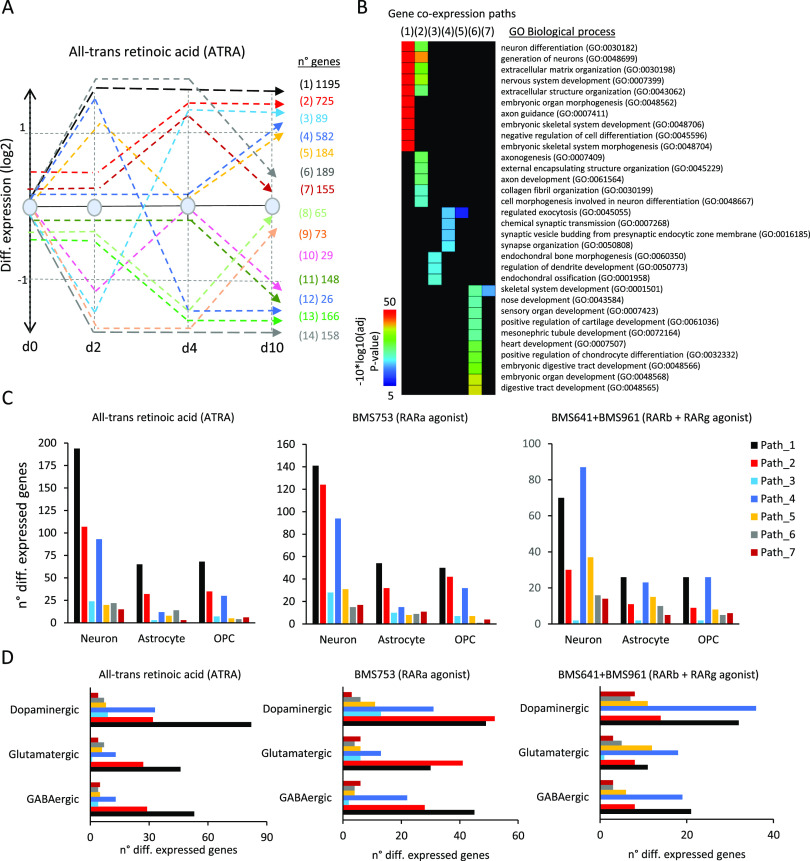
Temporal gene co-expression analysis during cell specialization driven by retinoid treatment. **(A)** Stratification of the temporal transcriptome profiling during WT P19 cell differentiation driven by ATRA treatment. Transcriptomes were assessed on samples collected at 2, 4, and 10 d of treatment. Dashed lines correspond to groups of differentially co-expressed genes (gene co-expression paths; fold change levels >2). The numbers of genes composing each of the co-expression paths are displayed (right). **(B)** Gene ontology analysis on gene co-expression paths displayed in (A) associated with up-regulated events. **(C)** Number of genes per co-expression path corresponding to neuronal, astrocyte, or oligodendrocyte precursor cell types assessed during ATRA (left panel), BMS753 (middle panel), and BMS641 + BMS961 (right panel) treatment. **(D)** Similar to (C) but corresponding to dopaminergic, glutamatergic, and GABAergic neuronal subtypes.

As expected, the up-regulated gene co-expression paths of WT P19 cells contained also markers indicative of the various specialized cells, as revealed by comparison with the aforementioned collection resource (Table S1). As illustrated in Fig 2C, 194 genes of the early-responsive gene co-expression Path 1 corresponded to neuronal markers, whereas 65 genes corresponded to astrocytes and other 68 genes corresponded to oligodendrocyte precursors (OPCs). 

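With ATRA, the Path 1 pattern held 9 neuron markers, 2 astrocyte markers and 5 OPC markers of Table S1. Genes in at least 1 of the 3 lists made up 41.2% of Path 1.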

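In Path 2, 31 genes were neuron markers, 8 astrocyte markers and 6 OPC markers. In Path 4, 86 were neuron markers, 14 astrocyte markers and 24 OPC markers.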

The intermediate-responsive Path 2 presented 107 genes associated with neurons, 32 with astrocytes, and 35 with OPCs, whereas the late-responsive Path 4 presented 93 neuronal markers, 12 genes associated with astrocytes, and 30 others associated with OPCs. These kinetics indicate that neuronal differentiation precedes glial cell emergence, in agreement with previous findings in in vivo and in vitro mammalian systems (reviewed in Miller & Gauthier [2007] and Hirabayashi & Gotoh [2010]). 

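Of the 147 neuron markers that ATRA up-regulated on any day, 58.5% followed the day 10 only pattern. The share was 48.3% of 29 astrocyte markers and 58.5% of 41 OPC markers.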

All other paths presented less than 25 genes corresponding to the aforementioned cells, indicating that early (Path 1)-, middle (Path 2)-, and late (Path 4)-responsive co-expression paths are the most relevant for describing cell specialization (Fig 2C and D).

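Outside Paths 1, 2 and 4, no pattern held more than 8 markers of any list with ATRA. With BMS753 the largest such number was 9, and with the combination 5.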

Although WT P19 cells treated with the RARα agonist BMS753 presented relatively similar transcriptome kinetics, the number of markers associated with specialized cells retrieved on Path 1 was lower than that observed on the gold-standard ATRA treatment (141 genes associated with neurons, ∼54 genes with astrocytes, and 50 genes with OPCs). This observation for Path 1 has been further enhanced on cells treated with RARβ and RARγ agonists (BMS641 and BMS961), including in addition a significant reduction in the number of gene markers associated with specialized cells on Path 2. In contrast, the number of gene markers observed on the late-responsive Path 4 remained rather unchanged (87 genes associated with neuronal markers, 23 with astrocytes, and 26 with OPCs) (Fig 2C). This observation suggests that although treatment with the combination of the RARβ+γ agonist gives rise to specialized cells, their differentiation process is delayed over time relative to that observed under the ATRA treatment. This is also supported by the fact that cells under the RARβ+γ agonist treatment present gene markers associated with specialized neurons preferentially found on the late-responsive Path 4 (Fig 2D).

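BMS753 gave 9 genes with the Path 1 pattern, of which 3 were neuron markers and none was an astrocyte or OPC marker. Its Path 2 held 80 genes, with 20 neuron, 8 astrocyte and 10 OPC markers, and its Path 4 held 283, with 83 neuron, 20 astrocyte and 22 OPC markers.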

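With the combination of BMS641 and BMS961, 1 gene followed the Path 1 pattern, and it was in none of the 3 lists. Path 2 held 10 genes, with 3 neuron markers, 2 astrocyte markers and no OPC marker.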

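Path 4 of the combination held 160 genes, of which 28 were neuron markers, 14 astrocyte markers and 6 OPC markers. Without genes also up-regulated in ethanol at day 4 or day 10, 77 genes were left, with 18 neuron markers.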

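With the combination, 71.8% of the 39 neuron markers up-regulated on any day followed the day 10 only pattern. Among the neuronal subtypes, this held for 80.0% of 20 dopaminergic, 85.7% of 7 glutamatergic and 70.0% of 10 GABAergic markers. With ATRA, the shares were 53.6% of 56 dopaminergic, 53.8% of 26 glutamatergic and 53.1% of 32 GABAergic markers. BMS753 lay between them, with 56.25% of 48 dopaminergic, 62.1% of 29 glutamatergic and 56.25% of 32 GABAergic markers. Its share of 127 neuron markers was 65.4%. From the late appearance of markers with the combination, the paper proposes that cells treated with the RARβ+γ agonist specialize with a delay relative to ATRA.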

### Reconstruction of gene regulatory networks (GRNs) involved in cell specialization driven by retinoid treatment

Our previous work has shown that ligand binding of retinoid receptors triggers a cascade of events, which leads to the dynamic activation of other transcription factors (TFs), which then regulate their cognate targets. This cascade of transcription regulatory events can be reconstructed by integration of transcription factor–target gene (TF-TG) databases in the temporal transcriptome analysis (Cahan et al, 2014; Mendoza-Parra et al, 2016a). This way, GRNs can be reconstructed and master regulator genes deduced (Cholley et al, 2018).

Herein, we have reconstructed a master GRN from the integration of the temporal transcriptomes assessed on WT P19 cells treated with the pan-agonist ATRA, covering 10 d of cell treatment, with TF-TG annotations (CellNet database [Cahan et al, 2014]). This master GRN, composed of 1,156 nodes (genes) and 17,914 edges (TF-TG relationships), was stratified based on the presence of nodes (genes) associated with a given type of specialized cell type, as described in the aforementioned collection resource (Table S1) (Hook et al, 2018; Tasic et al, 2018; Voskuhl et al, 2019) (Fig 3A). Specifically, the GRN has been first stratified into four major groups: neuronal cell markers (582 nodes; 7,611 edges), astrocytes (161 nodes; 3,007 edges), oligodendrocyte precursors (OPC: 133 nodes; 2,929 edges), and a fourth group composed of genes not retrieved in none of the previous classifications (unassigned: 280 nodes; 4,367 edges) (Fig 3A and B). Nodes associated with the neuronal group have been further stratified on dopaminergic (214 nodes; 3,457 edges), glutamatergic (111 nodes; 1,568 edges), GABAergic (87 nodes; 1,264 edges), or unassigned (170 nodes; 2,717 edges) neurons (Fig 3A and C).

**Figure 3.**
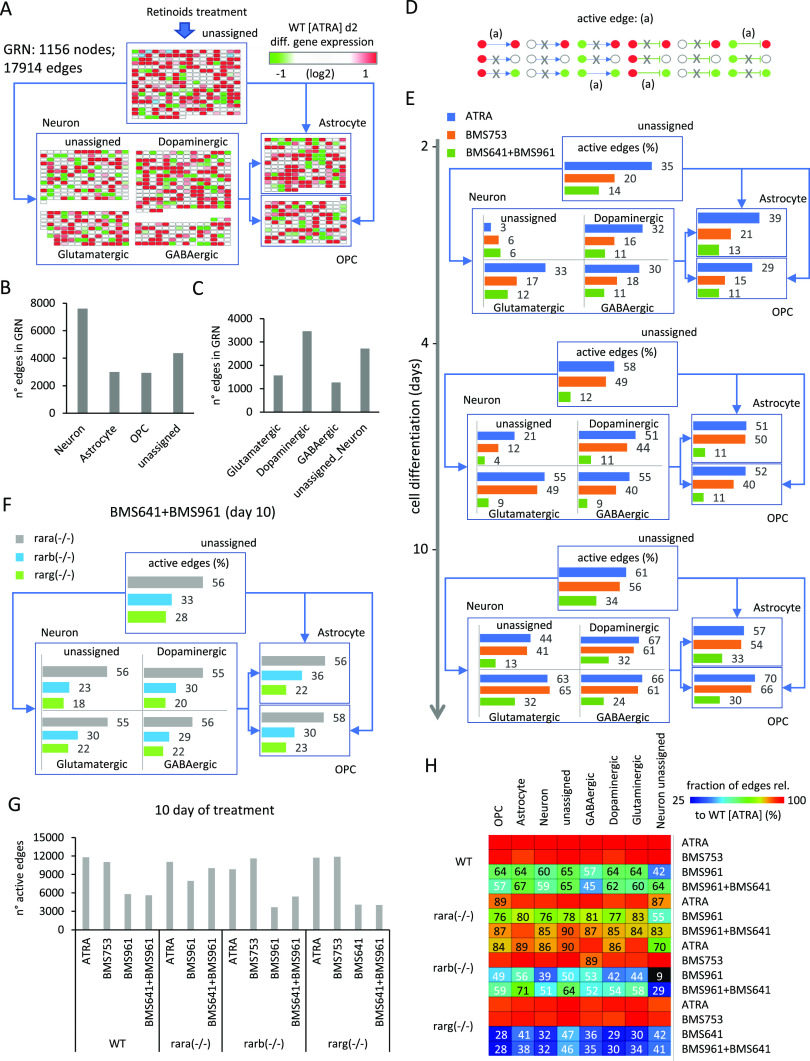
Active gene regulatory wire reconstruction during cell specialization driven by retinoids. **(A)** Structure of the reconstructed gene regulatory network (GRN) displaying differentially expressed genes stratified into four major groups: neuronal cell markers (582 nodes), astrocytes (161 nodes), oligodendrocyte precursors (OPCs: 133 nodes), and a fourth group composed of genes not retrieved in none of the previous classifications (unassigned: 280 nodes). Nodes associated with the neuronal group have been further stratified on dopaminergic (214 nodes), glutamatergic (111 nodes), GABAergic (87 nodes), or unassigned (170 nodes) neurons. For illustration purposes, all edges were removed and replaced by simplified connectors (blue arrows). The color code associated with nodes reflects the differential gene expression levels in WT P19 cells after 2 d of all-trans retinoic acid (ATRA) treatment. **(B, C)** Number of edges interconnecting nodes retrieved on each of the aforementioned groups. **(D)** Scheme illustrating all potential types of node states (active: red; repressed: green; and unresponsive: white) and their inter-relationships defined by the illustrated edges (positive regulation: arrow connector; negative regulation: t-shaped connector). “Active edges” (a) correspond to transcriptionally relevant node/edge relationships and are conserved during the analytical processing of the GRN illustrated in (A). **(E)** Temporal transcription evolution of the reconstructed GRN during WT P19 cell differentiation. Illustrated barplots correspond to the fraction of active edges (as defined in (D)) relative to the total edges (displayed in (B, C)) issued from the treatment with either the ATRA, the RARα-specific agonist BMS753, or the combination of RARβ and RARγ agonists (BMS641 + BMS961). **(F)** Barplots corresponding to the fraction of active genes after 10 d of treatment with the RARβ and RARγ agonists (BMS641 + BMS961) of P19 Rar-null mutant lines. **(G)** Number of total active edges retrieved in GRNs issued from 10 d of treatment with the indicated retinoids and over the different P19 lines. Notice that the number of active edges on the Rara(−/−) line treated with the combination of BMS641 + BMS961 agonists leads to similar levels to those observed on the gold-standard WT line treated with the pan-agonist ATRA. **(H)** Fraction of active edges (relative to the WT line treated with ATRA) associated with markers corresponding to the classification of specialized cells retrieved in (A) relative to those observed on the gold-standard WT ATRA–treated sample. Fraction levels higher than 90% are only displayed with the heatmap color code (red).

One of the major advantages of working with reconstructed GRNs is the fact that the relevance of the system can be challenged by the coherence of the interconnected players. In this case, we define an “active edge” as a set of two nodes being differentially responsive and interconnected with a transcription regulatory relationship (active or repressed regulation) coherent with the gene expression status of the interconnected nodes (e.g., active genes require to be interconnected by active transcription regulatory edges; Fig 3D). Hence, during differentiation of WT P19 cells treated with the pan-agonist ATRA, the fraction of active edges passes from ∼30% to ∼50% and finally ∼60% when evaluating readouts at 2, 4, and 10 d of treatment associated with specialized cell types (Fig 3E). 

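Active edges were not recomputed, since the annotations of transcription factors and target genes are not used here. At the level of genes, the differentially expressed genes of WT cells with ATRA included 25 neuron, 7 astrocyte and 13 OPC markers at day 2. The numbers rose to 65, 17 and 20 at day 4, and to 141, 28 and 44 at day 10.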

Interestingly, WT P19 cells treated with the RARα agonist (BMS753) present a lower number of active edges after 2 d of treatment (21% for astrocytes, 15% for OPCs, and ∼17% for the specialized neurons), but recovered similar levels than those observed with the ATRA treatment in the late time-points. In contrast, the use of the combination of the RARβ+γ agonist (BMS641 + BMS961) raises the levels of active edges to barely ∼30% after 10 d of treatment (Fig 3E). 

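For BMS753, the differentially expressed genes of WT cells included 23 neuron, 8 astrocyte and 11 OPC markers at day 2. At day 4 there were 39 neuron, 11 astrocyte and 18 OPC markers, and at day 10 there were 128, 34 and 42.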

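With the combination, differentially expressed neuron markers of WT cells numbered 11 at day 2, 9 at day 4 and 55 at day 10. At day 10, 29 astrocyte and 13 OPC markers were also differentially expressed. The ethanol control of day 10 had 42 neuron, 20 astrocyte and 13 OPC markers.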

Although this poor performance is also observed in P19 lines deficient for the RARβ or the RARγ receptor, the Rara(−/−) P19 mutant line revealed a significant gain in the number of active edges (56% for astrocytes, 58% for OPCs, and ∼55% for specialized neurons) (Figs 3F and S4).

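In Rara(−/−) cells treated with the combination, 94 neuron, 29 astrocyte and 27 OPC markers were differentially expressed at day 10. The Rarb(−/−) line had 44 neuron, 18 astrocyte and 10 OPC markers, and the Rarg(−/−) line 41, 12 and 16.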

**Figure S4.**
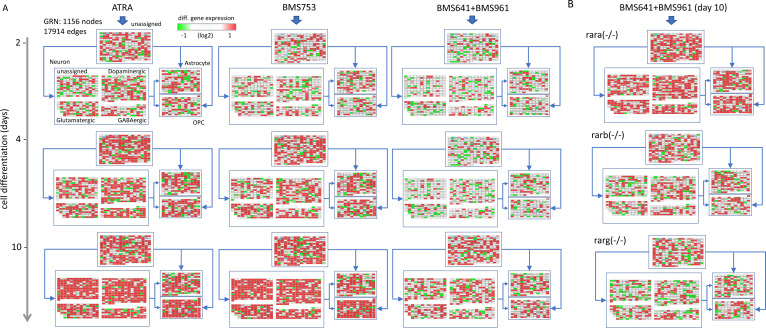
Gene regulatory network (GRN) displaying the differential gene expression response during the 10 d of treatment. **(A)** Temporal gene expression response on WT P19 cells driven by the treatment with either ATRA, the RARα agonist BMS753, or the combination of RARβ + RARγ agonists (BMS961 + BMS641) and visualized within a reconstructed GRN. GRN is composed of 1,156 nodes (genes) and 17,914 relationships (edges) collected from transcription factor–target gene databases (Cholley et al, 2018). Furthermore, nodes composing the GRN are stratified into four major groups based on their correspondence to the following cell specialization markers: neurons, astrocytes, oligodendrocyte precursors, and unassigned nodes when no correspondence to such markers is retrieved. Nodes associated with the class “Neuron” are further stratified on either dopaminergic, glutamatergic, GABAergic, or unassigned neurons. Nodes are colored on the basis of their differential response at the three assessed time-points. **(B)** Differential gene expression response observed after 10 d of treatment with the combination of RARβ + RARγ agonists (BMS961 + BMS641) on the indicated Rar mutant lines.

Indeed, although GRNs corresponding to WT P19 cells treated with BMS961 and BMS641 agonists present ∼half of active edges observed on ATRA treatment conditions (5,628 edges), P19 Rara(−/−) mutant cells under the same retinoids’ treatment lead to GRNs presenting 10,044 edges interconnecting responsive genes (Fig 3G). 

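WT cells treated with ATRA for 10 d had 546 differentially expressed genes, of which 72.3% were up-regulated. With the combination, WT cells had 322, with 53.7% up-regulated, and Rara(−/−) cells 411, with 71.5% up-regulated. The Rarb(−/−) and Rarg(−/−) lines had 279 each. Ethanol at day 10 gave 301.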

The comparison between the number of active edges under different conditions and that observed on the gold-standard P19 WT ATRA treatment reveals that the Rara(−/−) mutant treated with BMS961 and BMS641 agonists leads to a recovery of >80% for all cell-specialized groups (Fig 3H). In contrast, the same treatment on WT P19 cells reaches levels of ∼60% for most of the groups, with the exception of the GABAergic neuronal subtypes where only 45% of edges observed on ATRA treatment are recovered.

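Of the differentially expressed genes of WT cells treated with ATRA, 250 changed in the same direction in Rara(−/−) cells treated with the combination, which is 45.8%. For the up-regulated genes alone, the share was 47.8%.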

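In WT cells treated with the combination, 128 of the genes changed by ATRA did so in the same direction, or 23.4%. The ethanol control shared 95 of them, or 17.4%, and WT cells treated with BMS753 shared 410, or 75.1%.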

Overall, the reconstructed GRN describing cell type specialization during retinoid-driven cell differentiation reveals the fraction of reactivated edges by the synergistic activation of the RARβ and RARγ receptors, notably in the Rara mutant line.

### Enhanced restoration of neuronal cell specialization driven by RARγ and RARβ receptors requires to bypass gene programs controlled by the RARα receptor

A deeper analysis of the reconstructed GRN revealed a twofold increase in the number of active edges for the P19 Rara(−/−) mutant relative to the WT line when treated with RARβ+γ agonists (BMS641 and BMS961). Such enhanced performance could be explained by a functional redundancy of RAR subtypes, as previously demonstrated during the early phases of endodermal (F9) and neuronal (P19) cell differentiation (Roy et al, 1995; Taneja et al, 1995, 1996). Specifically, we speculate that in the absence of the RARα receptor, the synergistic activation of the RARβ and RARγ receptors could drive the activation of RARα-specific programs. Similarly, such RARα-specific programs might remain “inhibited” in WT cells (for instance, because of the unliganded binding of the RARα receptor) despite the combined exposure to RARβ+γ agonists.

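At the level of genes, BMS753 up-regulated 239 genes at day 10 in each of WT, Rarb(−/−) and Rarg(−/−) cells. Neuron markers accounted for 68 of them, astrocyte markers for 18 and OPC markers for 21. ATRA up-regulated 217 of the 239 genes in WT cells.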

To address this hypothesis, we first identified the RARα agonist (BMS753)–specific programs, corresponding to the common active edges between WT, Rarb(−/−), and Rarg(−/−) mutant lines treated with this synthetic ligand (Fig 4A). 

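Of the genes that BMS753 up-regulated in all 3 lines, 66 were also up-regulated by the combination of BMS641 and BMS961 in both WT and Rara(−/−) cells. Another 114, or 47.7%, were up-regulated by the combination in Rara(−/−) cells and not in WT cells. Only 5 were up-regulated in WT cells and not in Rara(−/−) cells, and 54 in neither. Taking the genes up-regulated by BMS753 in WT cells alone, 383 genes, gave 73 and 133 in place of 66 and 114.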

The obtained 9,328 active edges were then intersected with those observed on WT or Rara(−/−) mutant lines treated with RARβ+γ agonists, to reveal those programs commonly activated by both treatments (3,806 active edges), and those specifically activated by the RARα agonist (BMS753) but inhibited in the WT line despite of the combined exposure to RARβ+γ agonists (3,830 active edges).

**Figure 4.**
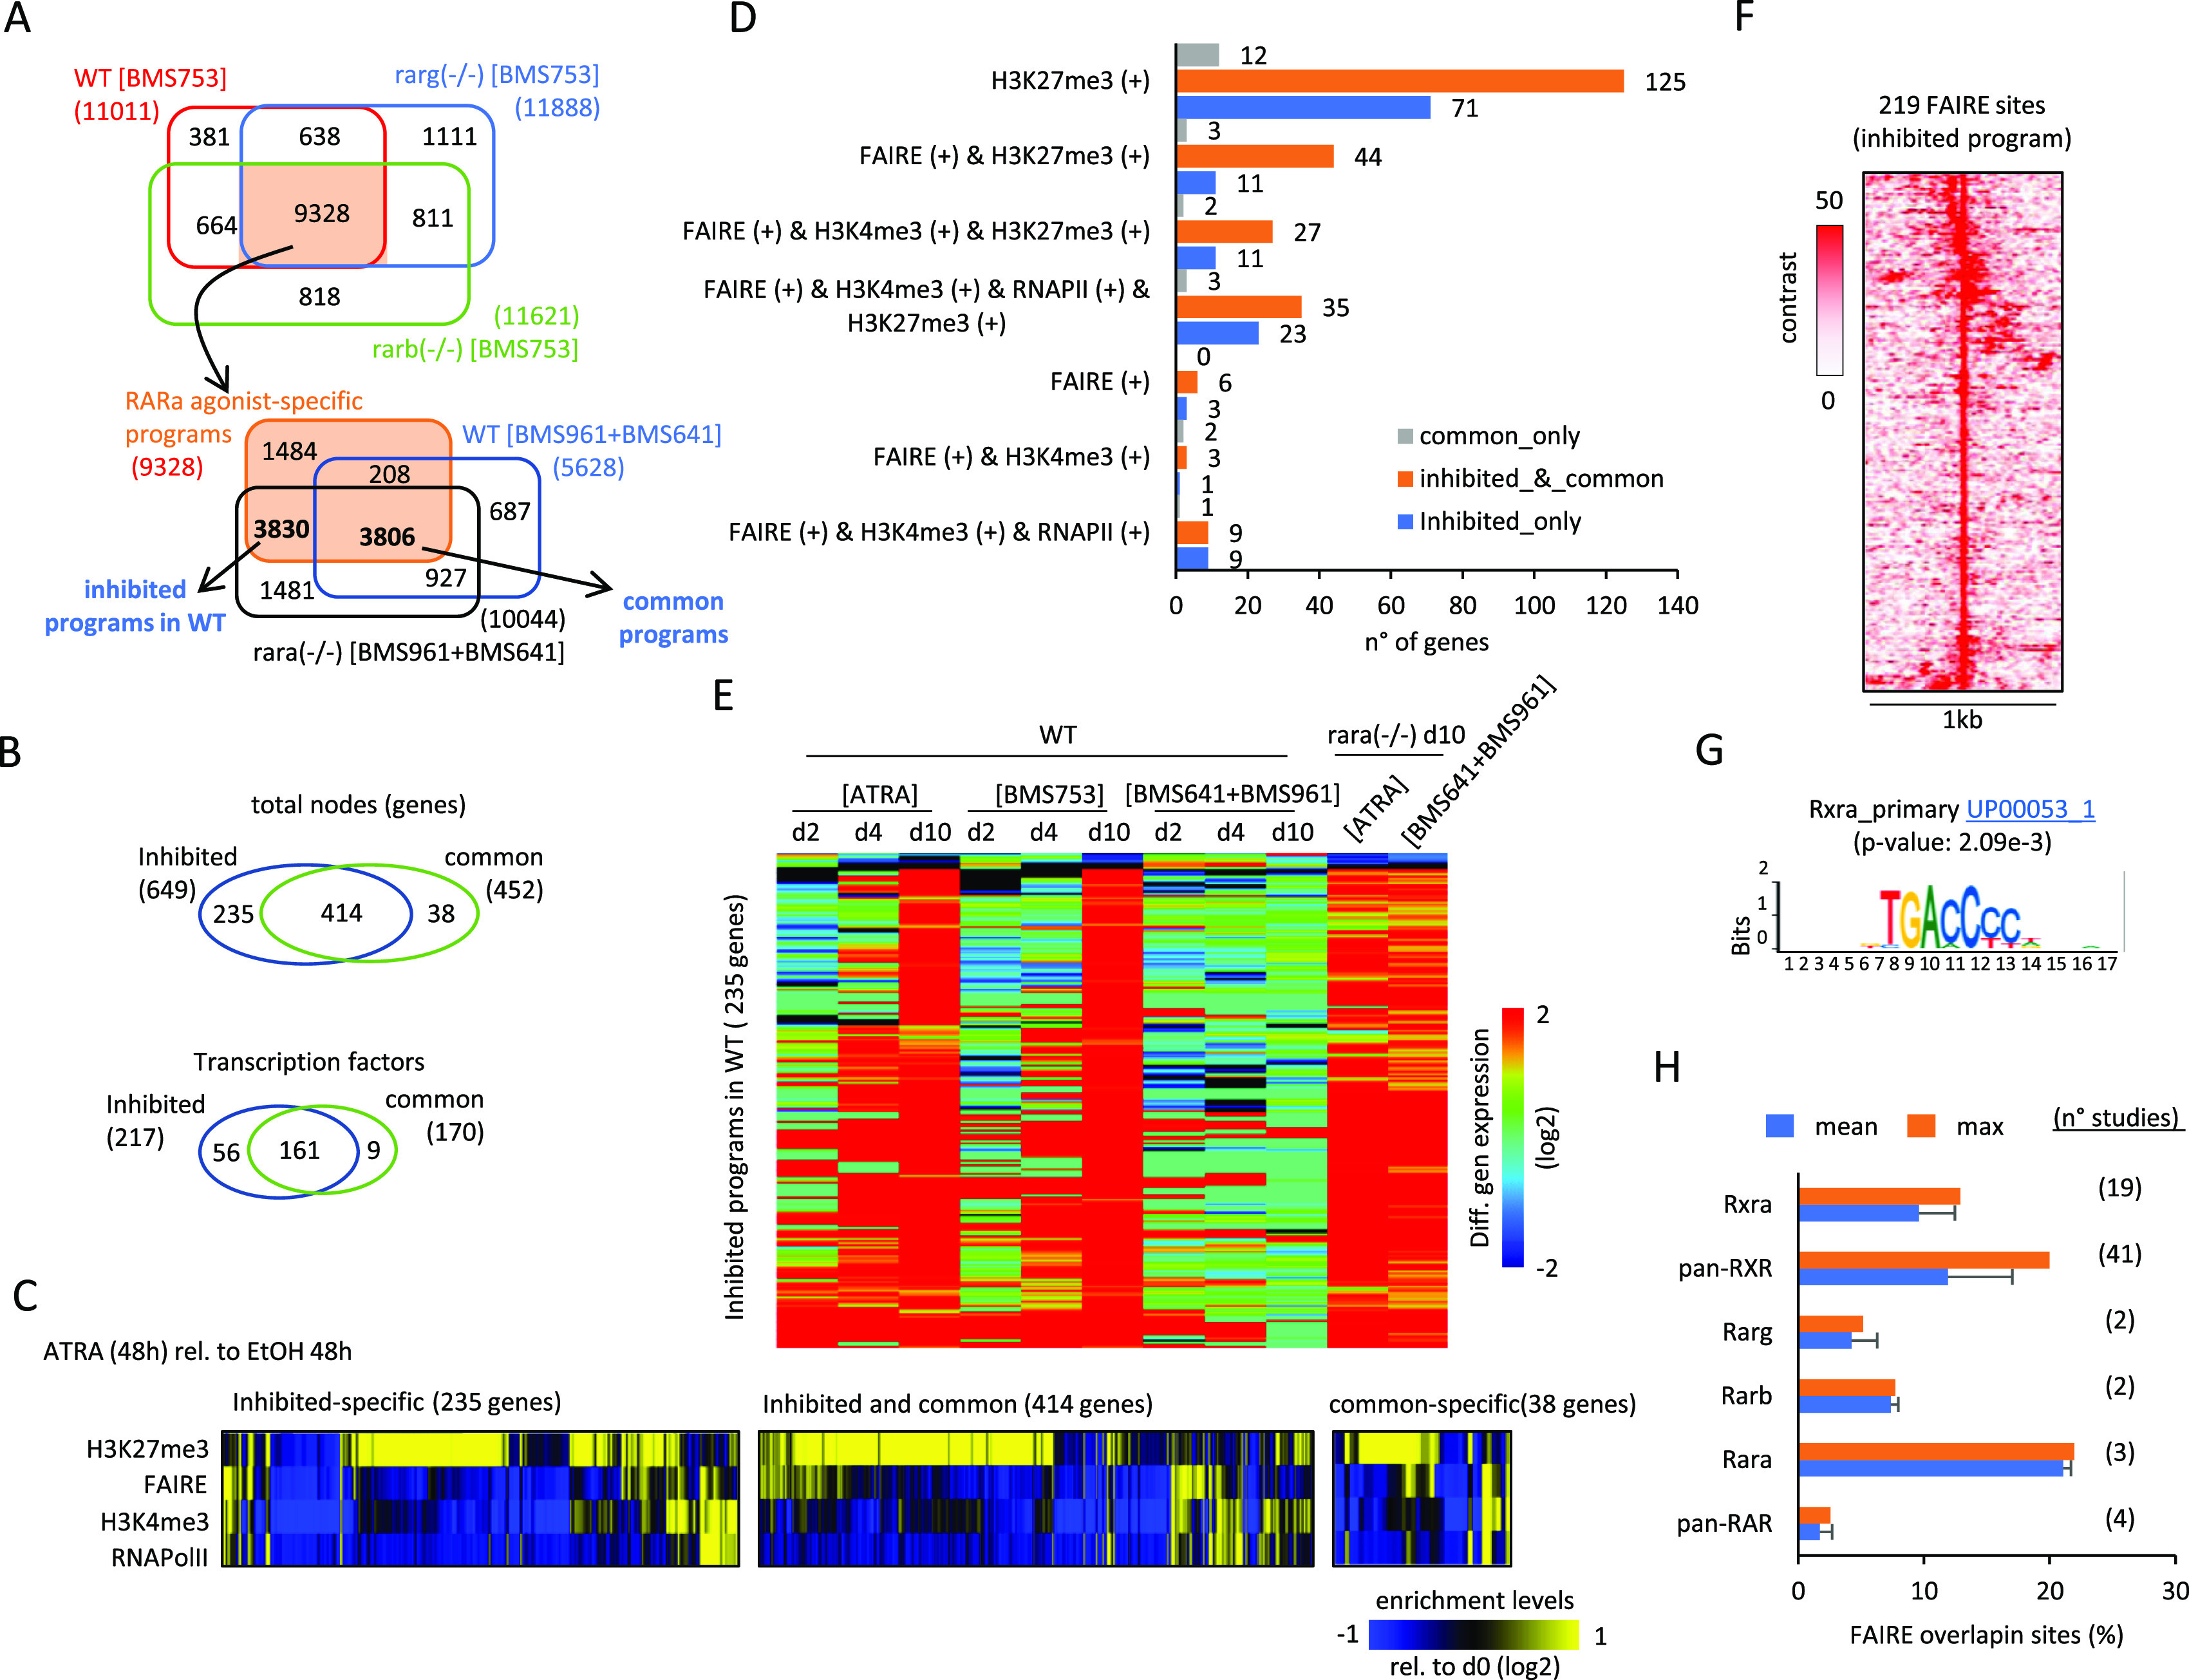
Identification of a subset of active edges remained inhibited by the unliganded RARα receptor in P19 WT cells during the synergistic activation of the RARβ and RARγ. **(A)** Top panel: Venn diagram revealing the RARα-specific programs corresponding to the common active edges retrieved in WT, Rarg(−/−), and Rarb(−/−) P19 lines treated with the RARα agonist BMS753 (9,328 active edges). Bottom panel: Venn diagram revealing the “common programs” (3,806 active edges) driven by the RARα agonist and those responding to the synergistic activation of the RARβ + RARγ receptors; and a subset of active edges specifically driven by the RARα agonist BMS753 (3,830). This last subset is defined herein as “inhibited programs by the unliganded RARα,” because they remain unresponsive on WT cells treated with the combination of RARβ + RARγ ligands (BMS641 + BMS961), but they are reactivated on the Rara(−/−) line. **(B)** Top Venn diagram: comparison between the number of genes retrieved in the “inhibited” and the “common” programs highlighted in (A). Bottom Venn diagram: comparison between the number of transcription factors retrieved in the “inhibited” and the “common” programs highlighted in (A). **(C)** Heatmap illustrating the promoter epigenetic status (repressive mark H3K27me3 and the active mark H3K4me3), the chromatin accessibility (FAIRE), and the transcriptional response (RNA Polymerase II) of genes specific to the “inhibited” or the “common” program, and those shared between these two programs after 2 d of ATRA treatment. **(D)** Number of genes presenting the indicated promoter epigenetic combinatorial status in the conditions illustrated in (C). **(E)** Heatmap displaying the differential expression levels for genes associated with the “inhibited”-specific program at different time-points and retinoid treatment. Notice that although most of these genes remained unresponsive when treated with the combination of RARβ + RARγ ligands (BMS641 + BMS961) in WT cells, they are up-regulated on the Rara(−/−) line. **(F)** Open-chromatin FAIRE sites retrieved on the promoters of the “inhibited programs by the unliganded RARα.” **(G)** Motif analysis performed on the FAIRE sites presented in (F), revealing the enrichment of the RXRα primary motif. **(H)** Binding site enrichment analysis performed on the aforementioned FAIRE sites, by comparing with 71 RXR or RAR ChIP-seq publicly available profiles (NGS-QC Generator database: https://ngsqc.org/). Blue bars correspond to the mean fraction of binding sites, and orange bars correspond to the highest fraction assessed over the indicated number of studies.

A close look at the “common” and “inhibited” programs revealed that, despite their distinct number of edges, most of the genes composing the “common” program are also part of the “inhibited” program (414 from 452 genes), and this observation is also conserved for the involved TFs (161 shared TFs; Fig 4B). This observation suggests that gene expression for the “common” and “inhibited” programs is differentially controlled by other molecular factors in addition to TF regulation. To address this hypothesis, we have evaluated their promoter epigenetic status (defined by the repressive mark H3K27me3 and the active mark H3K4me3), their chromatin accessibility (revealed by FAIRE-sequencing assays), and their transcriptional response (revealed by the enrichment of the RNA Polymerase II) after 2 d of ATRA treatment (GSE68291 [Mendoza-Parra et al, 2016a]). This enrichment analysis (relative to those observed on EtOH vehicle treatment) revealed that genes being either specifically “inhibited” in WT (235 genes), shared between the “inhibited” and the “common” programs (414 genes), or specifically associated with the “common” programs (38 genes) are preferentially repressed at 48 h of ATRA treatment, as revealed by the enrichment of the H3K27me3 modification (Fig 4C and D).

Genes associated with the “inhibited” program are induced between the 4 and 10 d of ATRA treatment, or the synthetic RARα agonist (BMS753), but they remain unresponsive in presence of the combined exposure to RARβ+γ agonists. This being said, the combined exposure to RARβ+γ agonists leads to their gene induction on the P19 Rara(−/−) mutant line (Fig 4E).

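Of the 114 genes up-regulated by the combination in Rara(−/−) but not WT cells, ATRA up-regulated 12 in WT cells at day 2, 44 at day 4 and 104 at day 10. BMS753 up-regulated 5 at day 2 and 28 at day 4. Under the combination, 3 were up-regulated in WT cells at day 2 and 3 at day 4. At day 10, where they were selected for not being up-regulated in WT cells, none was listed in either direction. In ethanol at day 10, 11 of them were up-regulated.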

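The median log2 fold change of the re-induced genes in Rara(−/−) cells treated with the combination was 5.56, against 7.28 for the same genes in WT cells treated with BMS753. It was lower in Rara(−/−) cells for 107 of them. BMS961 alone up-regulated 42 of these genes in Rara(−/−) cells. In the Rarb(−/−) and Rarg(−/−) lines, the combination up-regulated 15 and 8. The re-induced genes with the largest log2 fold changes in WT cells treated with BMS753 were Gria2, Actl6b, Ngfr, Ccn4 and Cbln2. In the authors' deposited table of Rara(−/−) cells with the combination, the log2 fold change was 9.47 for Gria2 (p = 8.9e-05), 8.10 for Actl6b and 8.65 for Ngfr. Ngfr lies on chromosome 11 of mm9 from 95430132 to 95449049, and Actl6b on chromosome 5 from 137994745 to 138010810. Hoxa2, Hoxa3, Hoxb3 and Hoxb4 were up-regulated by the combination in Rara(−/−) cells, and no Hox gene was in WT cells. From the induction of these programs in the Rara(−/−) line, the paper proposes that the unliganded RARα keeps them inhibited in WT cells exposed to both agonists.

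**Figure D3:**
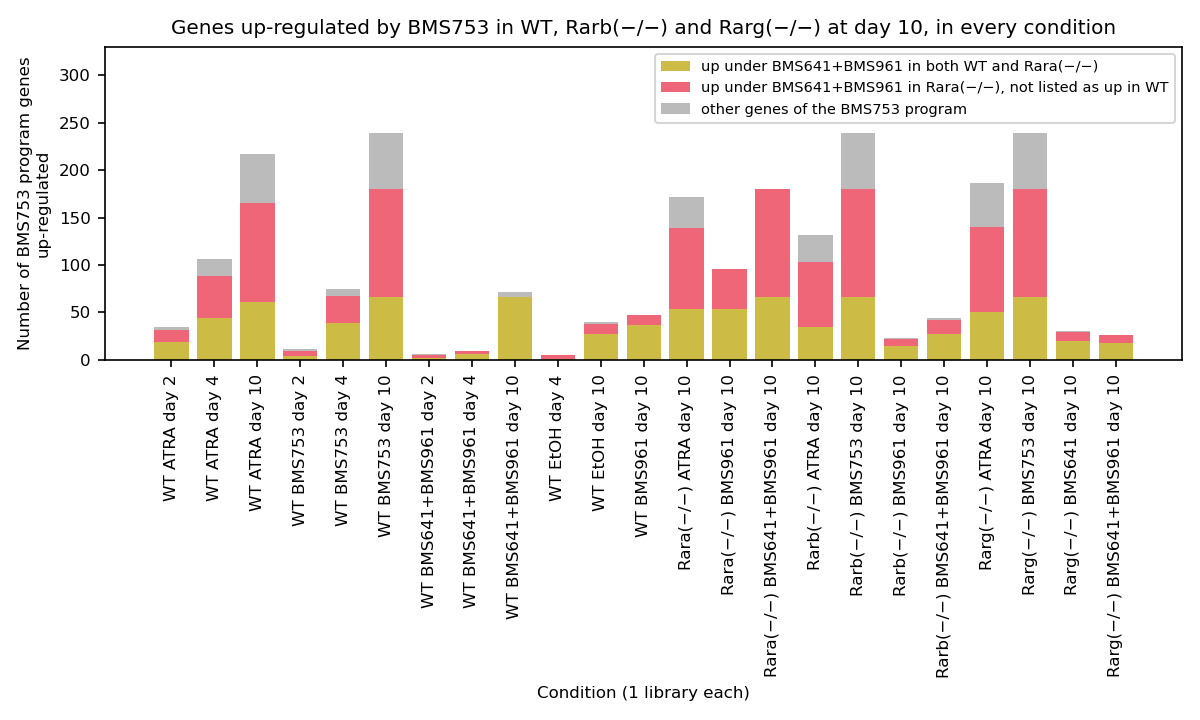
Number of the 239 genes up-regulated by BMS753 in WT, Rarb(−/−) and Rarg(−/−) cells that are up-regulated in each of the 23 tables, each from 1 library. Red parts are the 114 genes up-regulated by the combination in Rara(−/−) and not WT cells, yellow parts the 66 up-regulated in both, and gray parts the others. By their definition, the red genes are absent from WT cells with the combination at day 10 and complete in the BMS753 conditions of day 10.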

With the aim of confirming the role of the RARα receptor on the predicted “inhibited” program, we have performed an enrichment analysis on their associated 219 FAIRE sites (Fig 4F), by comparing them with ChIP-seq binding sites collected from the public domain. Specifically, we have used a collection of more than 40,000 public mouse ChIP-seq datasets, collected as part of our NGS-QC database (https://ngsqc.org/), among which 71 ChIP-seq public profiles correspond to RXR or RAR TFs (Mendoza-Parra et al, 2013, 2016b; Blum et al, 2020). This analysis revealed that ∼21% of the FAIRE sites associated with the “inhibited” program were enriched for RARα binding sites, and ∼20% for pan-RXR sites, further supported by a motif analysis revealing the enrichment of the RARα primary motif (Fig 4G and H), confirming their transcriptional response driven by the RARα/RXR heterodimer.

With the aim of summarizing this information within a gene regulatory wiring, we have first assembled the FAIRE- and H3K27me3-associated “inhibited” programs into a GRN, complemented by edges issued from public ChIP-seq binding sites associated with various RARs and RXRα receptors, and with the RXRα primary motif discovery. This summarized “inhibited RXR/RAR” GRN is composed of 85 nodes and 160 edges, on which each node has been highlighted on the basis of their promoter epigenetic status (Fig 5). To further enhance the relevance of master TFs within this “inhibited” network, we have computed their master regulatory index by simulating transcription regulatory cascades over the complete reconstructed GRN (described in Fig 3A; TETRAMER [Cholley et al, 2018]). A ranking of the TFs on the basis of their master regulatory index allowed to identify a set of 22 TFs able to regulate more than 70% of the ATRA-driven gene programs (Fig 5A and B). 15 of them present a transcriptionally active signature after 2 d of treatment, as revealed by their FAIRE-associated promoter status, whereas the remaining seven are rather repressed (H3K27me3-associated promoter status) (Fig 5C). Interestingly, this last group of TFs is composed of players like the T-box family member *Tbx18* (known to be regulated by retinoic acid during somitogenesis [Sirbu & Duester, 2006]), the transcriptional repressors *Hic1* (known to have a role in neural differentiation and tumor suppression in the central nervous system [Rood & Leprince, 2013]), *Hes6* (known to promote cortical neuronal differentiation through the repression of the TF *Hes1* [Gratton et al, 2003]), the mesoderm-specific factor *Tcf21*, the RNA binding protein *Csdc2*, the nuclear factor IC (*Nfic*; known to regulate cell proliferation and differentiation in the central nervous system notably by modulating the expression of the miR-200b [Huang et al, 2021]) and *Zfp827* (also known as ZNF827) recently shown to negatively regulate neuronal differentiation through the expression of its circular RNA (Hollensen et al, 2020). Importantly, all these repressed factors appear interconnected within the reconstructed GRN and preferentially associated with the RARβ or RARγ receptors (Fig 5D).

**Figure 5.**
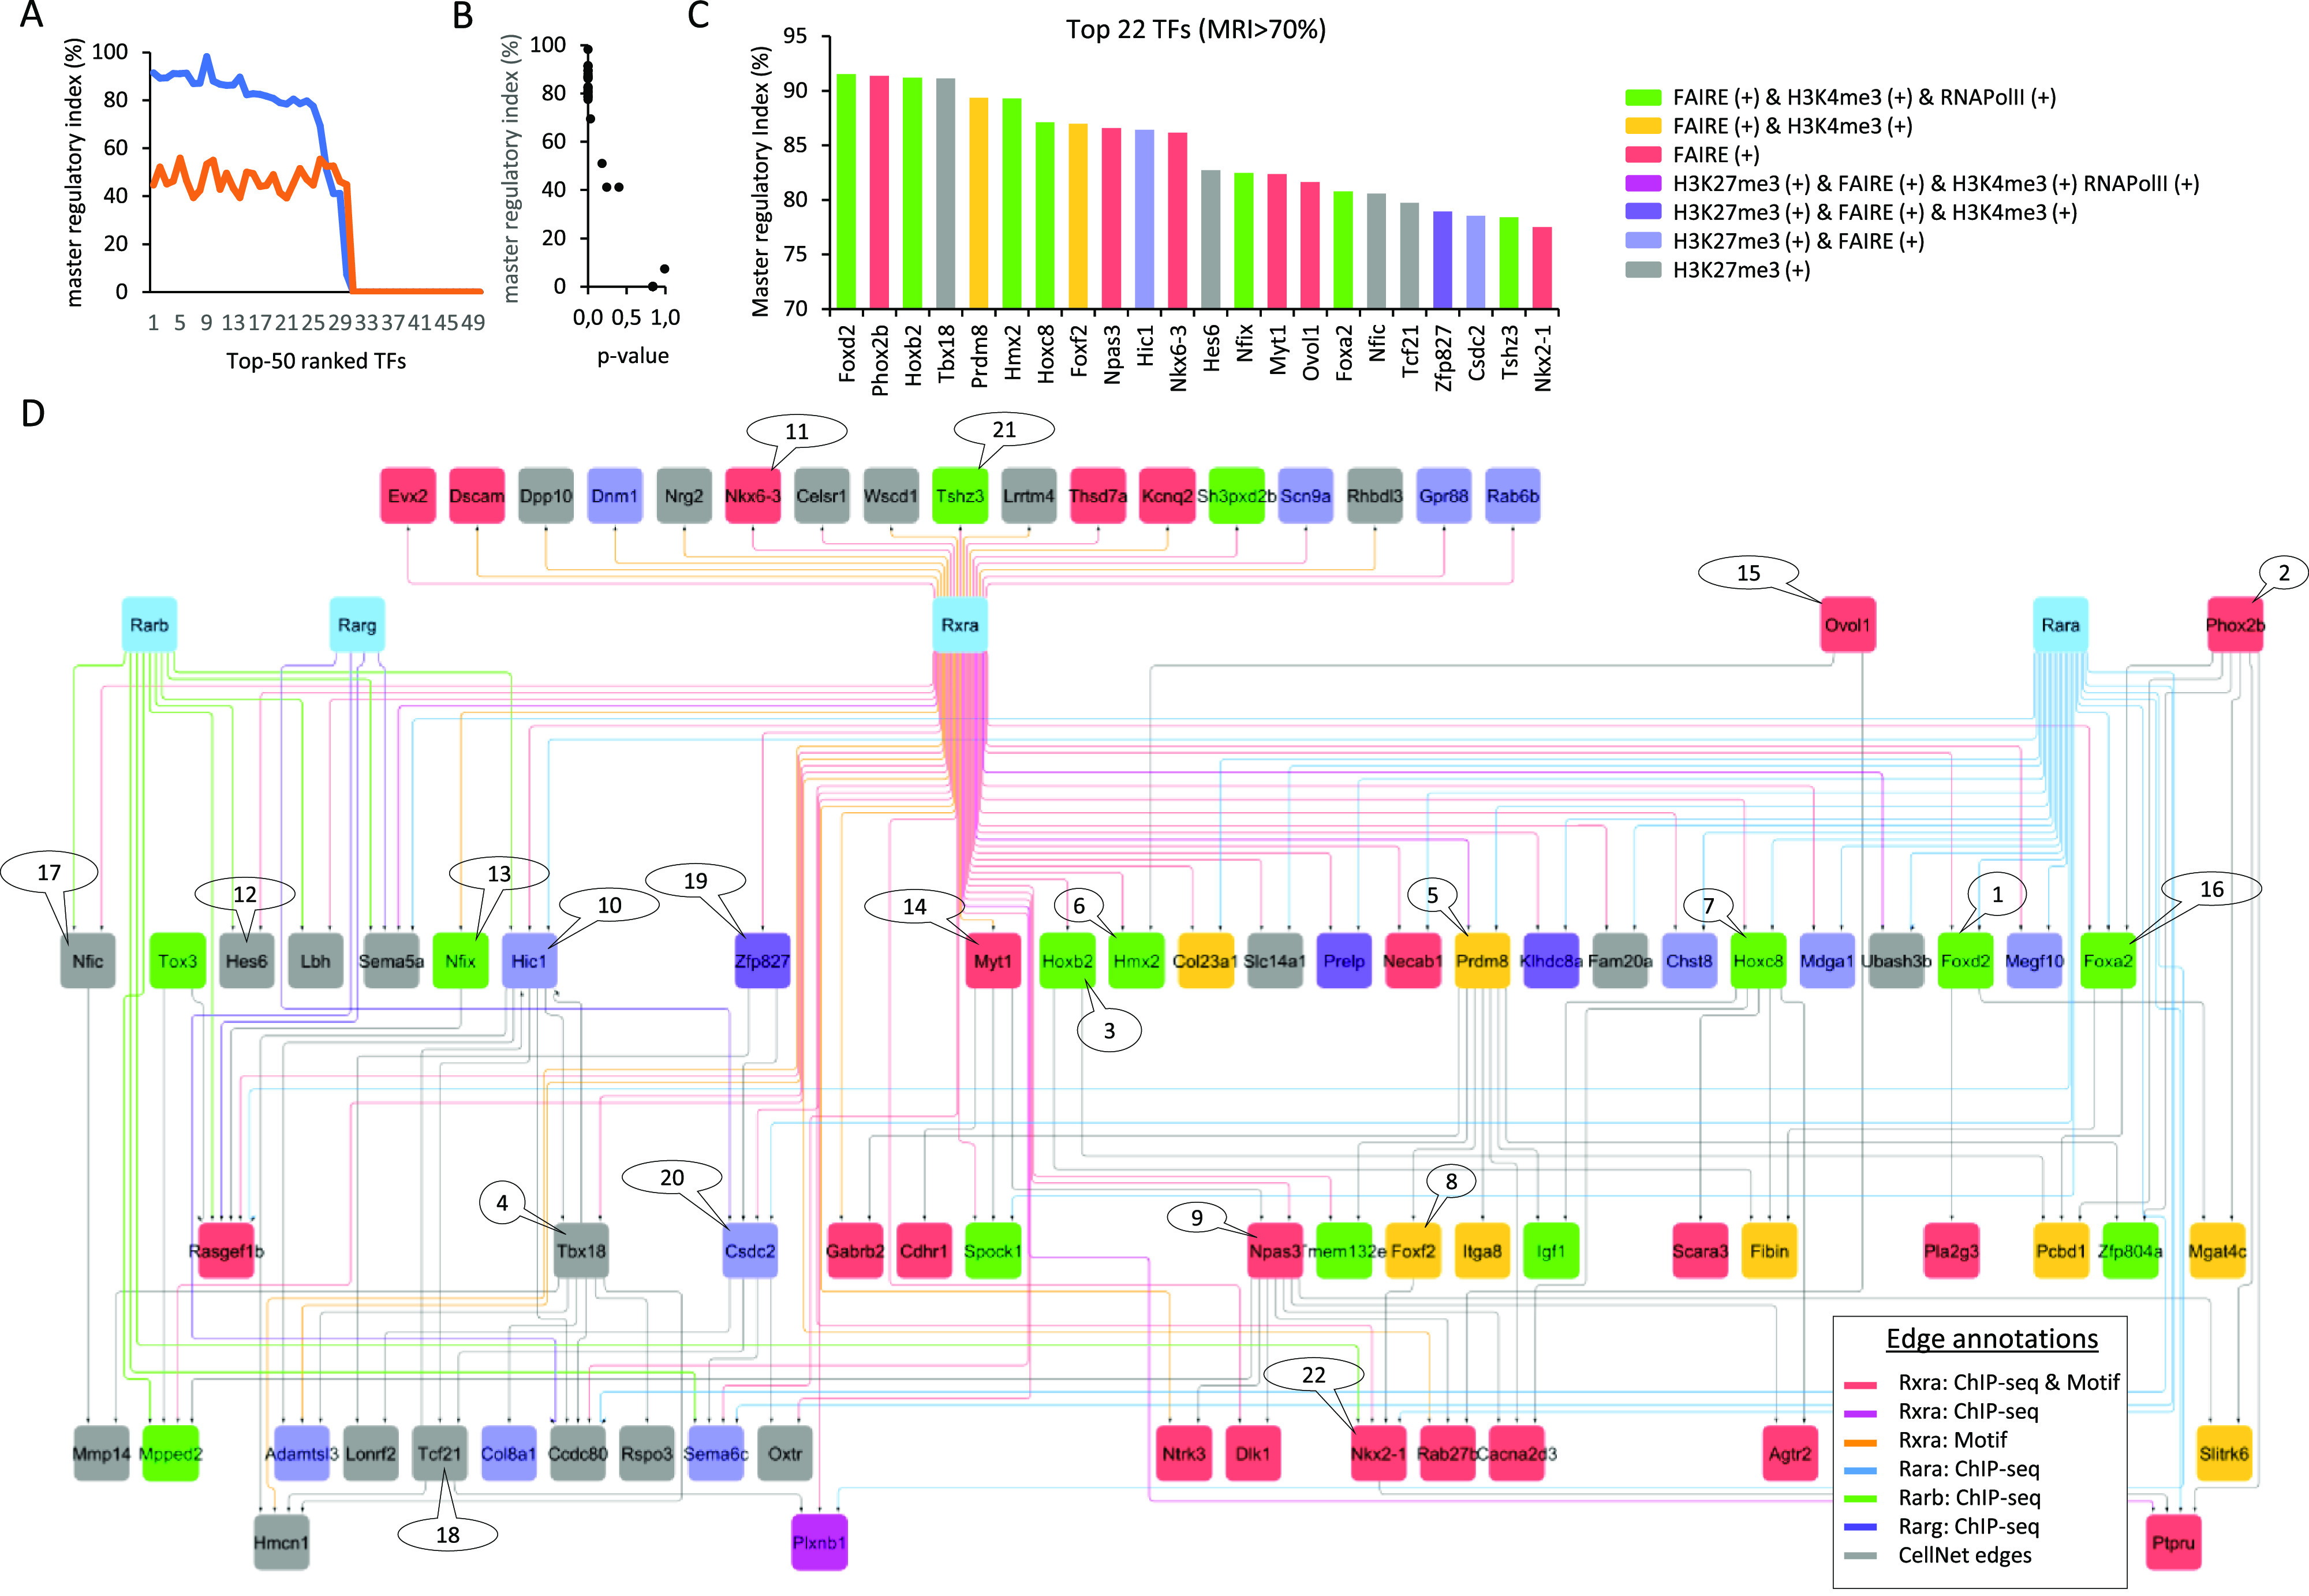
Gene regulatory view of the master players inhibited by the unliganded RARα receptor during neuronal cell specialization. **(A)** Top 50 transcription factors retrieved within the “inhibited program” ranked on the basis of the fraction of downstream controlled genes within the reconstructed GRN (Fig 4A) (blue line). The orange line corresponds to the fraction of downstream controlled genes predicted on a randomized GRN (master regulatory index [MRI] computed as described in TETRAMER: Cholley et al, 2018). **(B)** Confidence associated with the TFs’ ranking. Notice that a MRI > 70% presents the most confident *P*-values. **(C)** Transcription factors (22) presenting a MRI > 70% and colored on the basis of their promoter epigenetic combinatorial status. **(D)** Gene co-regulatory view of the 22 TFs, illustrating their most relevant (co-)regulated players and including their known relationships with RXRα and RAR nuclear receptors.

Among the FAIRE-associated factors, several of them present a RXRα binding site, including the zinc-finger TF *Tshz3*—recently described as a “hub” gene involved in early cortical development (Caubit et al, 2016); *Nfix*, recently shown to drive astrocytic maturation within the developing spinal cord (Matuzelski et al, 2017); and the homeodomain TFs *Hoxb2*, *Nkx6-3* (involved in the development of the central nervous system; the homeobox family factor), or *Nkx2-1*—known to control GABAergic interneurons and oligodendrocyte differentiation, and more recently described as driving astroglial production by controlling the expression of the *Gfap* (Minocha et al, 2017). Similarly, the homeobox factor *Hmx2*, the myelin transcription factor 1 (*Myt1*), or the Neuronal PAS domain protein 3 (*Npas3*) does present proximal RXRα binding sites, whereas other players like the forkhead TFs *Foxa2*, *Foxd2*, or *Foxf2*, the homeobox factor *Hoxc8*, or the histone lysine methyltransferase factor *Prdm8* do present in addition a previously described proximal RARα binding site (Fig 5D). 

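Prdm8 lies on chromosome 5 of mm9 from 98609888 to 98616467. It was listed in 2 of the 23 tables, both of day 10. Its log2 fold change in the authors' deposited table was 7.00 (p = 0.00708) in WT cells with ATRA and 6.69 (p = 0.00912) in Rarb(−/−) cells with BMS753. It was not listed in WT or Rara(−/−) cells treated with the combination of BMS641 and BMS961.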

Interestingly, *Prdm8* appears as a central player within the reconstructed GRN. Indeed, *Prdm8* controls seven other factors known to be highly expressed in nervous tissue: *Gabrb2* (the β2 subunit of the GABA_A_ receptors, known to play a crucial role in neurogenesis and synaptogenesis [Barki & Xue, 2022]), the transmembrane protein *Tmem132e*, *Zfp804a* (known to regulate neurite outgrowth and involved in neuronal migration [Deans et al, 2017]), *Igf1* (insulin-like growth factor 1; synthesized by dopamine neurons [Pristerà et al, 2019]), *Foxf2* (known to be expressed in neural crest cells leading to pericytes [Reyahi et al, 2015]), the integrin alpha 8 (*Itga8*) known to regulate the outgrowth of neurites of sensory and motor neurons, and the calcium voltage-gated channel auxiliary subunit alpha2/delta3 (*Cacna2d3*), known to be essential for proper function of glutamatergic synapses notably on the auditory brainstem (Bracic et al, 2022). 

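Prdm8 and its 7 targets make a list of 8 genes, of which 6 were listed in at least 1 table. Gabrb2, Igf1 and Prdm8 were up-regulated in WT cells with ATRA at day 10, which 13.5% of 10000 random lists of as many listed genes matched or exceeded. In Rara(−/−) cells with the combination, none was. Igf1 was listed in 7 tables, and its log2 fold change in the authors' deposited table was 5.78 in WT cells with ATRA and 6.18 with BMS753. Zfp804a and Foxf2 were in no table.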

As a whole, this highlighted *Prdm8* regulome appears as a critical player for controlling neuronal differentiation and specialization, in agreement with previous reports on mouse and human differentiation systems (Ross et al, 2012; Inoue et al, 2015; Cypris et al, 2020). Furthermore, our data indicate that *Prdm8* and all other factors composing the illustrated regulome in Fig 5 are driven by the RARα binding sites but can be controlled by the RARβ and RARγ receptors in the absence of the RARα receptor.

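Of the 22 factors with a high master regulatory index in Fig 5C, 11 were listed in at least 1 table. In WT cells treated with ATRA for 10 d, 5 were up-regulated: Csdc2, Hoxc8, Nfix, Prdm8 and Tbx18. As many were found in 7.75% of 10000 random lists of 11 genes drawn from the listed genes. With random lists drawn from the genes of Table S1, this became 35.5%. In Rara(−/−) cells treated with the combination, Nfix was the 1 factor up-regulated, and 86.7% of random lists had as many or more. The log2 fold change of Nfix in the authors' deposited table was 4.69 (p = 0.00173) in these cells and 5.28 in WT cells with ATRA. WT cells treated with the combination had none, and those treated with BMS753 had Nfix and Tbx18. Counting the factors and the Prdm8 targets together, 28 genes, 12 were in no table.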

### RARγ- and RARβ-driven cell specialization programs retrieved in P19 ECs are also observed during differentiation of mESCs

To explore the relevance of the restored cell specialization capacity in P19 EC cells driven by the synergistic action of RARγ and RARβ agonists, we have extended this study to the use of WT mESCs. Specifically, we have cultured mESCs in monolayer in presence of either the pan-agonist ATRA, the RARα agonist BMS753, or the combination of the RARβ-specific ligand BMS641 and the RARγ agonist BMS961. After 8 d of treatment, retinoid treatment has been replaced by Neurobasal-complemented medium for other 7 d to promote cell specialization (Fig 6A).

**Figure 6.**
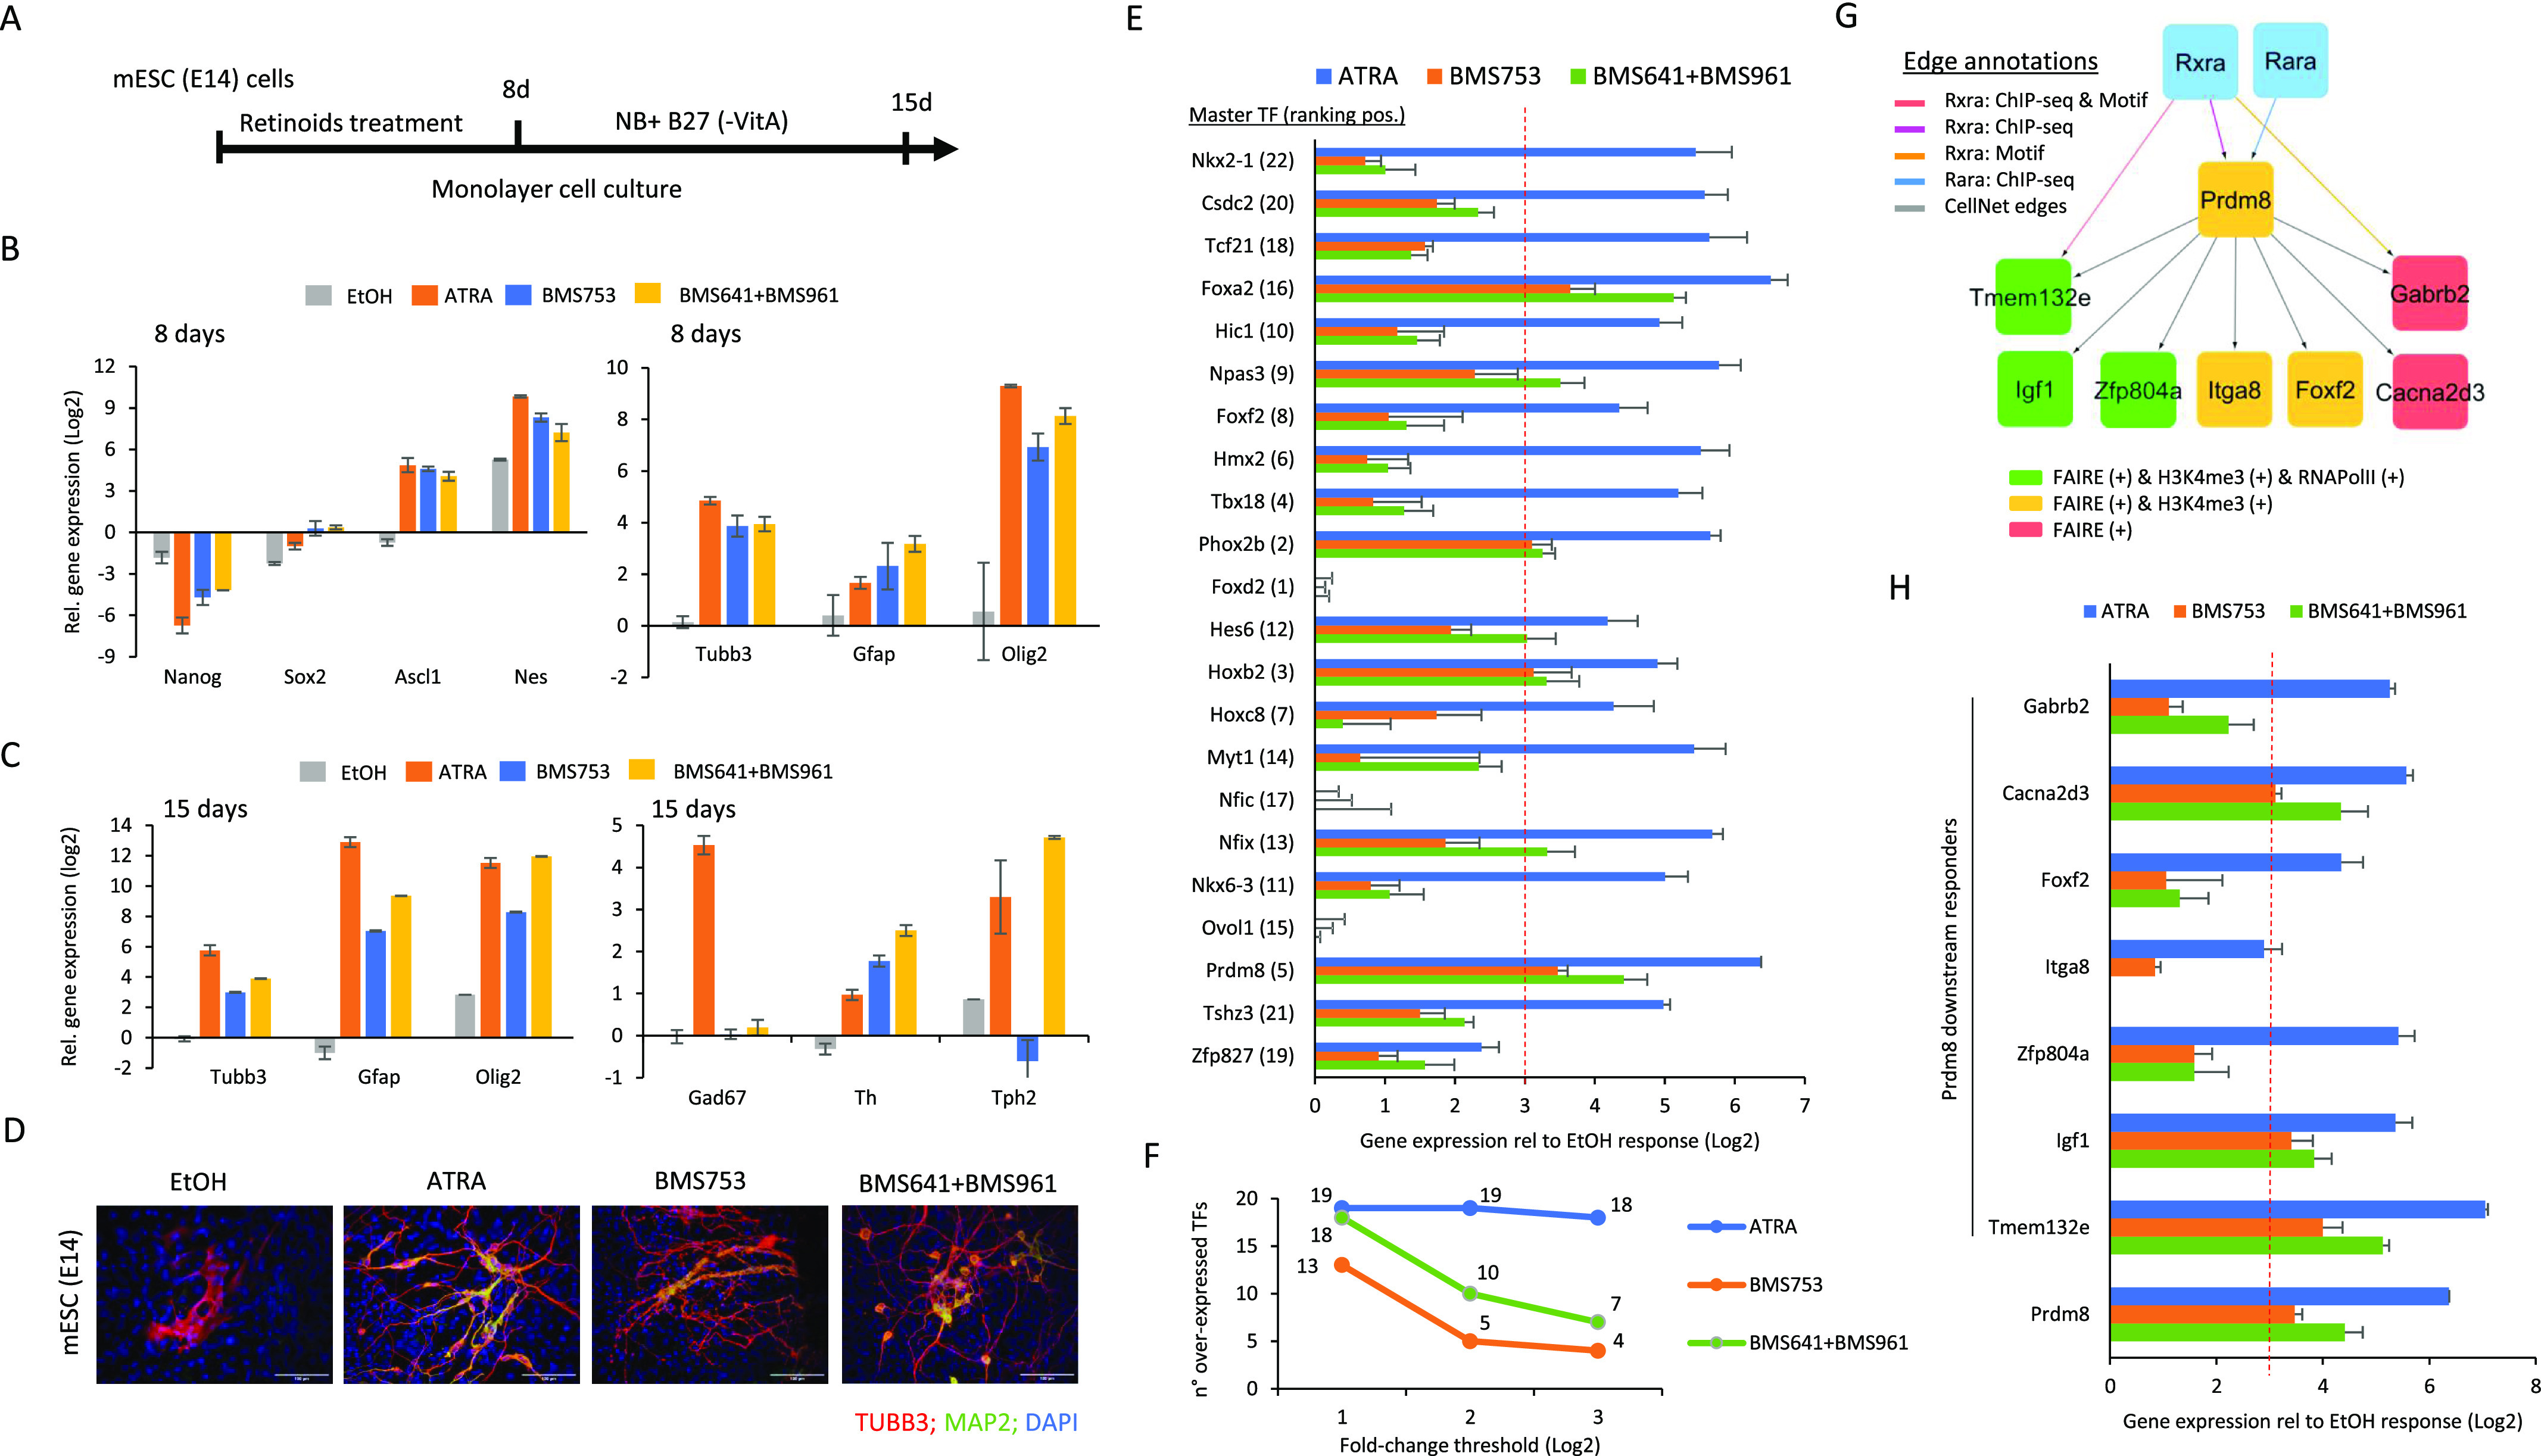
RARγ- and RARβ-driven cell specialization programs retrieved in P19 ECs are also reactivated during differentiation of mouse embryonic stem cells. **(A)** Schematic representation of mouse ES (E14) cell differentiation assay. mES cells cultured on monolayer are exposed to retinoids during 8 d to induce cell fate commitment; then, they are cultured for seven more days on a synthetic medium (Neurobasal, NB) complemented with B27 (without vitamin A) supplements. **(B)** RT–qPCR after 8 d of differentiation, revealing the mRNA expression levels of gene markers associated with the stem cell markers (Nanog and Sox2), neuronal precursors (Ascl1, Nestin, and Tubb3), and glial cells (astrocyte-related: Gfap; oligodendrocyte-related: Olig2). **(C)** RT–qPCR after 15 d of differentiation, revealing the mRNA expression levels of gene markers associated with the neuronal marker Tubb3, the glial cell–related markers Gfap and Olig2, and the neuronal subtype markers Gad67 (GABAergic), Th (dopaminergic), and Tph2 (serotonergic). **(D)** Immunofluorescence micrograph of mES cells after 15 d of culture in the presence of either ethanol (EtOH: vehicle control), all-trans retinoic acid, the RARα agonist BMS753, or the combination of RARβ and RARγ agonists. Cells were stained for the neuronal precursor marker TUBB3 (red) and the marker for mature neurons MAP2 (green). Nuclei were stained with DAPI (blue). **(E)** RT–qPCR mRNA expression levels measured in mES cells (15 d of differentiation) corresponding to the top 22 master TFs identified in P19 cells (Fig 5). Differential gene expression is expressed relative to the expression levels observed in the presence of the ethanol control sample after 15 d of differentiation. The dashed red line demarcates a fold change threshold value of 3. **(F)** Number of overexpressed TFs under the various retinoid treatments computed at three different fold change thresholds (Log_2_). **(G)** Subset of the “inhibited program” retrieved in P19 cells, revealing the gene co-regulatory network associated with Prdm8. **(H)** RT–qPCR mRNA expression levels measured in mES cells (15 d of differentiation) corresponding to the different downstream targets of Prm8 revealed in P19 cells. The dashed red line demarcates a fold change threshold value of 3.

RT–qPCR assays performed after 8 d of mESC treatment with the aforementioned retinoids revealed the decrease in expression of stem cell markers (*Nanog* and *Sox2*)—confirming cell differentiation commitment—and the gain in the expression for neuronal precursor markers such as *Ascl1*, Nestin (*Nes*), and *Tubb3* (Fig 6B). Furthermore, gene expression induction of *Gfap* and *Olig2* was observed, indicative of the presence of glial cells in addition to neuronal commitment at this stage of differentiation. After 15 d of treatment, gene expression levels for glial cells (*Gfap* and *Olig2*) and the neuronal precursor marker *Tubb3* appeared enhanced, and neuronal subtype markers such as *Gad67* (GABAergic), *Th* (dopaminergic), or *Tph2* (serotonergic) were also detected (Fig 6C).

Like in the case of P19 cells, in addition to the differentiation response observed in presence of ATRA or the BMS753 ligand, the synergistic treatment of mESCs with the RARβ-specific ligand BMS641 and the RARγ agonist BMS961 led to neuronal differentiation, as revealed not only by the aforementioned RT–qPCR assays, but also by immunofluorescence using the neuronal precursor marker TUBB3 and the mature neuronal marker MAP2 (Fig 6D).

Finally, to evaluate whether the synergistic action of RARγ- and RARβ-specific agonists in mESCs uses the same gene programs revealed in P19 EC cells, we have performed RT–qPCR assays targeting the gene expression of major master TFs (Fig 5). As illustrated in Fig 6E, ATRA treatment of mESCs gives rise to significant overexpression of 18 over 22 master TFs revealed in P19 EC cells (fold change [log_2_] ≥ 3 rel. to stem cell state; Fig 6F). The use of the RARα agonist (BMS753) leads to a strong response of at least four of the master players (fold change [log_2_] ≥ 3: *Prdm8*, *Hoxb2*, *Phox2b*, and *Foxa2*), and up to 13 master TFs when considering lower fold change levels (fold change [log_2_] ≥ 1). Interestingly, the combination of RARβ+γ agonists (BMS641 + BMS961) gives rise to strong significant overexpression of the four master TFs driven by the RARα agonist (BMS753) and three other players (*Nfix*, *Hes6*, and *Npas3*), reaching up to 18 TFs activated when considering less stringent fold change levels (Fig 6E and F).

Among all responsive master players during P19 and mESC (E14) differentiation driven by the combination of RARβ+γ agonists (BMS641 + BMS961), the histone lysine methyltransferase factor *Prdm8* appeared as a major hub. Indeed, the summarized “inhibited RXR/RAR” GRN revealed in P19 EC cells up to seven factors under the direct control of *Prdm8* (Fig 6G). Interestingly, during mouse ES cell differentiation most of these downstream factors are also strongly reactivated: six of them under ATRA treatment and three of them (*Cacna2d3*, *Igf1*, and *Tmem132e*) in the presence of either the RARα agonist (BMS753) or the combination of RARβ+γ agonists (BMS641 + BMS961) (log fold change ≥ 3; Fig 6H).

Overall, the use of the combination of RARβ+γ agonists (BMS641 + BMS961) for inducing neuronal differentiation and specialization in mES (E14) cells revealed the reactivation of the same gene programs initially retrieved in P19 EC cells.

## Discussion

How cells respond to different signals to develop along defined cell lineages is a key open question to understand physiological cell differentiation, leading to the formation of not only organs and tissues, but also events such as in vitro cell reprogramming and even tumorigenesis. In this study, we specifically address the role of retinoids in activating major gene regulatory wires driving neuronal cell lineage and notably cell specialization. Previously, we have dissected the major retinoid-driven gene regulatory programs, leading to neuronal precursor formation, notably by evaluating the relevance of the activation of the RARα nuclear receptor in P19 cells with the synthetic agonist BMS753 (Mendoza-Parra et al, 2016a).

Although we have also shown in our previous study that activation of RARβ or RARγ nuclear receptors by their cognate BMS641 or BMS961 synthetic agonists is insufficient to promote neuronal differentiation, others reported that in long-term culture conditions, which included embryoid body formation, RARγ-specific ligand could induce the formation of GABAergic neurons, whereas RARα induced dopaminergic neurons (Podleśny-Drabiniok et al, 2017). In this study, we addressed neuronal differentiation in long-term culture conditions, but we have kept a monolayer culture strategy because it is known that cell–cell contact interactions retrieved on either two-dimensional (monolayer) or three-dimensional cultures could lead to different outcomes, as highlighted by the cellular complexity observed on cerebral organoid cultures (Lancaster et al, 2013). We have shown herein that activation of the RARβ receptor does not lead to mature neurons, nor to other specialized cells, whereas activation of RARγ nuclear receptors gives rise to lower yields of cell specialization than that observed when using the pan-agonist ATRA or the RARα-specific agonist BMS753. Surprisingly, their synergistic activation gave rise to high yields of maturation, including specialized neuronal subtypes, and to other glial cells.

Previous studies demonstrated a redundancy for the activation of certain genes by distinct RXRs/RARs, and notably on Rar-null mutant lines, suggesting that in the absence of a given RAR nuclear receptor, the remaining isotypes could compensate for such dysfunction (Roy et al, 1995; Taneja et al, 1996; Chiba et al, 1997). Similarly, a synergistic 24 h activation by combining RAR isotype agonists has been attempted with P19 embryoid bodies in a recent study, suggesting that the synergistic activation of RARα and RARβ agonists might lead to TH + dopaminergic neurons, whereas RARγ and RARβ (or RARγ and RARα) might have a preference to induce Drd2+ neuronal subtypes (Podleśny-Drabiniok et al, 2017). Altogether, these studies clearly highlight the redundancy between RAR isotypes, as is further supported by Rar-null mutant experiments illustrated here. Indeed, we clearly demonstrate that Rara KO cells present an enhanced cell specialization yield relative to the WT situation. Furthermore, we have decorticated the gene programs that are inhibited by the potential action of the unliganded RARα receptor, notably by observing their activation on the Rara-null line via the synergistic action of the RARβ and RARγ agonists (BMS641 + BMS961). Among them, we have revealed the inhibition of *Prdm8*, a member of the family of histone methyltransferases, shown to play a role in the development of brain structures, notably by its capacity to regulate the transition from multipolar to bipolar morphology of cortical neurons (reviewed in Leszczyński et al [2020]).

Finally, we have expanded this study to neuronal cell specialization in mouse ES cells, notably by revealing the reactivation of the same gene regulatory programs retrieved in P19 EC cells, strongly suggesting for a general mechanism driven by the synergistic action of the RARβ and RARγ agonists (BMS641 + BMS961).

In summary, this study provides a systems biology view of the gene programs behind the previously observed redundancy between RARs, paving the way for their potential use for directing cell specialization during nervous tissue formation.

## Materials and Methods

### Cell culture

P19 cells were grown in DMEM supplemented with 1 g/l glucose, 5% FCS, and 5% delipidated FCS. P19 EC cells were cultured in a monolayer on gelatin-coated culture plates (0.1%). For cell differentiation assays, ATRA was added to plates to a final concentration of 1 *µ*M for different exposure times. For treatment with RAR subtype–specific agonists, cells were incubated with BMS961 (RARγ-specific; 0.1 *µ*M), BMS753 (RARα-specific; 1 *µ*M), and/or BMS641 (RARβ-specific; 0.1 *µ*M). After 4 d of treatment with either of the aforementioned retinoids, the medium was replaced by Neurobasal medium (ref: 21103049; Thermo Fisher Scientific) supplemented with N2 (ref: 17502048; Thermo Fisher Scientific) and B27 devoid of vitamin A (ref: 12587010; Thermo Fisher Scientific) and cultured for six more days.

Embryonic stem cells (E14) were grown in DMEM supplemented with 4.5 g/l glucose and GlutaMAX-I (ref. 11594446; Thermo Fisher Scientific), 15% FBS-ES, 5 ng/ml LIF recombinant mouse protein (ref. 15870082; Thermo Fisher Scientific), 1% penicillin–streptomycin, 1% MEM-NEAA, and 0.02% β-mercaptoethanol. E14 cells were cultured in a monolayer on poly-D-lysine–coated culture plates (0.1%). For cell differentiation assays, ATRA was added to plates to a final concentration of 1 *µ*M. For treatment with RAR subtype–specific agonists, cells were incubated with BMS753 (RARα-specific; 1 *µ*M) or BMS641 + BMS961 (RARβ + RARγ-specific; 0.1 *µ*M each). After 8 d of treatment with either of the aforementioned retinoids, the medium was replaced by Neurobasal medium (ref. 11570556; Thermo Fisher Scientific) and B27 devoid of vitamin A (ref. 11500446; Thermo Fisher Scientific) and cultured for seven more days.

### Immunohistochemical staining

After 10 d of induced differentiation, cells were fixed with 4% paraformaldehyde (Electron Microscopy Sciences), followed by 3 × 5 min washes in PBS. Cells were permeabilized (Triton 0.1% in PBS; 15 min at room temperature) and blocked (10% heat-inactivated FCS in PBS for P19 cells; 0.1% Triton and 1% BSA in PBS for E14 cells during 1 h at room temperature). Cells were washed 3 × 5 min in permeabilization buffer, then incubated with the primary antibodies anti-β III tubulin/anti-TUBB3 (ab14545; Abcam) or anti-MAP2 (ab32454). After 1 h of incubation at room temperature (for E14 cells, primary antibody incubation was done overnight at +4°C), cells were washed 3 × 10 min with permeabilization buffer followed by incubation with a secondary antibody (donkey anti-mouse IgG [H + L] antibody Alexa 555; Invitrogen A-31570; donkey anti-rabbit IgG [H + L] antibody Alexa 488; Invitrogen A-21206) and/or DAPI (D3571; Invitrogen). After 1 h at room temperature, cells were washed for 3 × 10 min in permeabilization buffer twice with Milli-Q water and finally mounted on microscope slides.

### RT–qPCR and RNA sequencing

Total RNA was extracted from P19 and E14 cells treated with either ATRA- or RAR-specific agonists, using the TRIzol RNA isolation reagent (ref: 15596026; Thermo Fisher Scientific) or RNeasy Mini Kit (ref. 74104; Qiagen). 0.5–1 *µ*g of the extracted RNA was used for reverse transcription (HIGH CAPACITY CDNA RT; ref: 4368814; Applied Biosystems). Transcribed cDNA was diluted fivefold and used for real-time quantitative PCR (QuantiTect SYBR Green Kit; ref: 204145; Qiagen). RNA-sequencing libraries were produced with the NEBNext Ultra II RNA Library Prep Kit for Illumina (E7770). Libraries were sequenced within the French National Sequencing Center, Genoscope (150-nt pair-end sequencing; NovaSeq Illumina).

### Primary bioinformatics analyses

Fastq files were qualified with the NGS-QC Generator tool (Mendoza-Parra et al, 2013, 2016b). Reads from fastq files were mapped to the mouse mm9 reference genome using Bowtie 2.1.0 under default parameters. Mapped reads were associated with known genes with featureCounts. RNA-seq analyses were done with the DESeq2 R package. t-Distributed stochastic neighbor embedding analysis was performed with the R package Rtsne. Heatmap matrix display was generated with MeV 4.9.0. Gene ontology analyses were performed with DAVID Bioinformatics Resources (https://david.ncifcrf.gov/).

### Collection of gene markers associated with specialized cells

Gene markers associated with neurons (1,352 genes), astrocytes (501 genes), and oligodendrocyte precursors (OPCs: 501 genes) were collected from the supplementary material (Dataset_S02) of Voskuhl et al (2019). Gene markers associated with GABAergic (318 genes) and glutamatergic (311 genes) neuronal subtypes were collected from Table S9 of Tasic et al (2018). Gene markers for dopaminergic (Th+) (513 genes) neuronal subtypes were collected from Table S2 of Hook et al (2018). This assembled collection is available in our supplementary material (Table S1).

### Promoter epigenetic status analysis and RAR/RXR enrichment

P19 epigenetic readouts assessed for the repressive mark H3K27me3 and the active mark H3K4me3, the chromatin accessibility—revealed by FAIRE-sequencing profiling—and the transcriptional response (RNAPII) after 2 d of ATRA treatment were collected from our previous published study (GSE68291 [Mendoza-Parra et al, 2016a]). Normalized enrichment levels at gene promoter regions, relative to EtOH control profiles, were used for predicting their epigenetic combinatorial status. Enrichment heatmaps and mean density plots for FAIRE readouts at gene promoter regions (±500 bp) were obtained with seqMINER 1.3.4.

FAIRE site motif analysis has been performed with the MEME Suite 5.4.1. RXR/RAR enrichment on FAIRE sites was inferred by comparing them with > 40,000 mouse ChIP-seq binding sites collected from the public domain, as part of our NGS-QC database (https://ngsqc.org/). Among all mouse ChIP-seq collected data, 71 ChIP-seq public profiles correspond to RXR or RAR TFs (Mendoza-Parra et al, 2013, 2016b; Blum et al, 2020).

### GRN reconstruction

Temporal transcriptomes issued from ATRA treatment were integrated with a collection of TF-TG relationships (CellNet [Cahan et al, 2014]) with the help of our previously developed Cytoscape App, TETRAMER (Cholley et al, 2018). TETRAMER has been also used for identifying the top 22 master TFs (master regulatory index > 70%). Gene co-regulatory wire visualization has been performed with Cytoscape 3.8.2.

## Data Availability

All RNA-sequencing datasets generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE204816.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

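RNA sequencing of P19 cells was available for 24 samples, each with 1 library. WT cells were sampled at days 2, 4 and 10 of treatment with ATRA, BMS753, the combination of BMS641 and BMS961, or ethanol, and at day 10 with BMS961. The Rara(−/−), Rarb(−/−) and Rarg(−/−) lines were sampled at day 10 with ATRA and with agonists.

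The authors mapped the reads to mm9 with Bowtie, assigned them to genes with featureCounts and computed differential expression with DESeq2, as the authors' methods state. They deposited 23 tables, each comparing 1 sample with the ethanol sample of WT cells at day 2. The deposited values are log2 fold changes and unadjusted p-values of the authors' comparison. The table of WT cells with ATRA at day 2 also holds the authors' standard error of the log2 fold change, treated as a score in log2 units. All p-values in the deposited tables are under 0.01. The tables hold between 57 and 546 genes, with 1753 genes in at least 1 of them. The number of genes the authors tested is not in the tables. Read counts are not used here, so the depth of each library is unknown and no detection limit from depth could be given.

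From the log2 fold changes, genes with a value over 2 were counted as up-regulated and those past the same threshold in the other direction as down-regulated. For the temporal patterns the threshold was 1. Genes were matched by exact symbol to the lists of Table S1. Recovery is the number of up-regulated markers in a condition as a percent of the number in WT cells with ATRA at day 10. The similarity of conditions was the Jaccard index of their up-regulated genes, clustered by average linkage into 2 branches. The RARα agonist program was the set of genes up-regulated by BMS753 at day 10 in WT, Rarb(−/−) and Rarg(−/−) cells. The lists of transcription factors and Prdm8 targets were compared with 10000 random lists of the same size drawn from the listed genes, which could not be matched on expression because the tables give none. These percentiles describe single libraries and do not test the conditions. With 1 library per condition, no p-value was computed across genes.

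The standard error implied by each log2 fold change and p-value under a two-sided normal test was computed for all tables. In the table with a deposited standard error, it differed from the authors' value by at most 4.27e-08 in relative terms over 144 genes. The calls were tested on simulated data in which 200 of 1753 genes were changed, and 200 were recovered with 0 unchanged genes called. The simulated change was larger than any increase in WT cells with ATRA at day 10, and the noise was far below the standard errors. This outcome was therefore all but fixed in advance. It checks the counting and gives no error rate for these single libraries.

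Genes named in the text are those the paper names in its results and, for the genes re-induced in Rara(−/−) cells and those up- or down-regulated in WT cells with ATRA at day 10, the 5 with the largest absolute log2 fold change, taken in WT cells with BMS753 for the re-induced genes and in WT cells with ATRA for the others. The Hox genes and the widely listed genes were chosen after their values were seen. Coordinates are those of the mm9 annotation. The analysis used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

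Alternatives were thresholds of 3 and 1, removal of genes also up-regulated in ethanol, matching of symbols without case and with older symbols, markers found in 1 of the 3 cell type lists only, the share of the same marker genes, other measures of similarity and linkage, other definitions of the RARα agonist program, and random lists from Table S1. A p-value limit of 0.001 and a threshold of 5 were added after the data were seen. Active edges of the gene regulatory network, gene ontology terms, the master regulatory index, and the ChIP and FAIRE data were left out, since they are not used here or rest on annotations outside the tables. A value that is a share was called unchanged when it stayed within its 95% Wilson confidence interval. Recovery was treated as a share, although it is a ratio of counts from different libraries whose markers need not be the same genes. The correlation was judged by the interval of the Jaccard index. These limits are a rule for sorting results and do not measure their uncertainty.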

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

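None of the tests of this part was chosen only after the result was seen, since both predictions were written before the tests were run, while the Hox genes themselves were picked out after their values were seen.

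In WT cells kept in ethanol, 167 genes were up-regulated at day 10 relative to day 2, against 29 at day 4. The paper uses ethanol as the control and does not report this change. Among the genes up-regulated by BMS641 and BMS961 in WT cells at day 10, 51.4% were also up-regulated in ethanol at day 10, that is 89 of 173. A deviation of the shared ethanol day 2 library would raise the same genes in the ethanol day 4 table, where 2.25% of the shared genes were up-regulated. The ethanol day 4 table lists 57 genes, and a gene not listed there is not shown to be unchanged, so a part of the reference in the pattern is not excluded. The time in culture and the change to Neurobasal medium remain as an explanation that the design gives, and it may apply to the shared genes. It was not tested. Differences in library size could not be tested without read counts, so the pattern cannot be told apart from a technical difference of that kind.

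In Rara(−/−) cells treated with the combination, 6 Hox genes were up-regulated at day 10, against none in WT cells with the combination and 1 in ethanol, where it was Hoxd10. The 6 were Hoxa2, Hoxa3, Hoxb3, Hoxb4, Hoxb8 and Hoxd10. Of the 9 Hox genes in the RARα agonist program, the 4 with a paralogue number of 5 or less were all among them, and 1 of the 5 with a higher number was. If the high-numbered genes were nearer to the p-value limit, their ratio of log2 fold change to standard error in WT cells with BMS753 would be lower, and it was higher by 0.157 (3.43 against 3.27). These ratios are from another condition and few genes, and the high-numbered group includes Hoxb8, which was up-regulated, so distance to the limit is not excluded for the absent genes. That the agonists reach low-numbered Hox genes more easily than high-numbered ones may be a hypothesis, on 9 genes and 1 library, with other technical explanations such as reads shared between paralogs not tested.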

How the results depend on the processing

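The alternatives of this part were set before the data were examined, except the p-value limit of 0.001 and the threshold of 5, which were chosen after seeing the data. No test gave any of these results, so shares were compared with a confidence interval and counts with a range of 1.5 times. These limits sort the results and do not measure the uncertainty between libraries. The cause of the changes below was not tested. No paired analysis was possible because each condition has 1 library.

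Of 239 results computed at a threshold of 1, 2 changed in value, both of them counts at days 2 and 4. A threshold of 3 changed 42 of 241. The p-value limit already keeps small fold changes out of the tables, so these thresholds can move few results and show no stability at day 10.

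Without the genes also up-regulated in ethanol, WT cells with the combination had 84 up-regulated genes, a neuron marker recovery of 17.5%, and 77 genes and 18 neuron markers in Path 4, with 5 genes in Path 2. Path 1 of ATRA fell to 21 genes, the genes of the RARα agonist program up-regulated in both WT and Rara(−/−) cells to 39, and the astrocyte marker recovery of Rara(−/−) cells with the combination to 83.3%. The neuron marker recovery in Rara(−/−) cells with the combination, 58.3%, and the 103 re-induced genes stayed close to their values of 61.2% and 114.

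Counting the WT ATRA marker genes themselves gave a neuron marker recovery of 43.4% in Rara(−/−) cells with the combination, 22.5% with BMS961 and 48.8% with ATRA, and of 17.1% in WT cells with the combination. The astrocyte recovery with the combination in Rara(−/−) cells became 66.7% and the dopaminergic recovery with ATRA 57.4%. With markers found in 1 of the 3 cell type lists only, the astrocyte recovery was 105%.

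With the Spearman correlation, Rara(−/−) cells with the combination were not in the branch of WT ATRA (0 on a scale of 1 for yes), and ranked 2 among the conditions without ATRA or BMS753 in similarity to WT ATRA, behind Rara(−/−) cells with BMS961. They ranked 1 under the other alternatives tried. The RARα agonist program of WT cells alone held 383 genes. Random lists from Table S1 genes had as many of the 22 factors in 35.5% of draws for WT ATRA and 95.0% for Rara(−/−) cells with the combination.

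With a p-value limit of 0.001, up-regulated genes numbered 94 in WT cells with ATRA, 109 with BMS753, 36 with the combination and 32 in ethanol, and 83 in Rara(−/−) cells with the combination. The RARα agonist program then held 51 genes, of which 9 were up-regulated in both lines and 27 in Rara(−/−) cells only. Neuron marker recovery was 56.8% in Rara(−/−) cells with ATRA, 24.3% with BMS961 and 0 in Rarb(−/−) cells with BMS961. In Rara(−/−) cells, recovery was 143% for astrocyte markers with the combination, and 138% for OPC and 100% for dopaminergic markers with ATRA.

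With a threshold of 5, up-regulated genes numbered 93 in WT cells with the combination, 91 in ethanol and 174 in Rara(−/−) cells with the combination, and 39 genes of the program were up-regulated in both lines. Recovery of neuron markers was 41.0% in Rara(−/−) cells with the combination, 21.3% with BMS961, 13.9% in WT cells with the combination and 4.92% in Rarb(−/−) cells with BMS961, and in Rara(−/−) cells with the combination it was 72.7% for astrocyte and 43.5% for glutamatergic markers.

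Of 1351 comparisons for the other results, 250 moved past these limits, 208 to lower and 42 to higher values. The higher neuron marker recovery of Rara(−/−) cells than of WT cells with the combination was found under each alternative for which both were computed. A limit on the adjusted p-value was not run, because the tables hold only genes under the p-value limit and not the number of genes tested. A filter on expression and a pseudocount were not run, because the tables give no expression values. The p-value limit and the unknown depth restrict all counts to genes with large changes.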

Differences from the paper's values

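No test was chosen for the differences in this part, neither before nor after the results were seen. The paper's values below are marked as the paper's, and those read by eye from a figure carry the word about. Unless said otherwise, none of the alternatives set before the data were examined brought a value within 1.5 times the paper's. These alternatives use the same listed genes and bring no unlisted gene into a table. In WT cells with ATRA, thresholds of 3 and 1 gave 395 up-regulated genes, against the paper's 2158. Removal of genes also up-regulated in ethanol gave 341. For numbers of up-regulated and differentially expressed genes, this outcome was fixed in advance. It does not show that these differences are stable to the processing.

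The counts below are not at a like threshold. The paper states fold change thresholds for them and no p-value limit, while all genes counted here have p-values under 0.01. No comparison lists more than 546 genes, so counts of the paper's size could not be reached here. The paper states 2158 genes up-regulated at day 10 in WT cells with ATRA, against 395 here. Over its conditions, the paper's numbers run from 1340 to 2250, against 123 to 395 here. Read by eye, Fig S3B shows the paper's about 2100 for WT BMS753, where 383 was found, about 1500 for WT BMS961, where 143 was found, and about 1400 for WT with the combination, where 173 was found. Fig S3B also gives the paper's about 2100 for Rara(−/−) ATRA, where 333 was found, about 1700 for Rara(−/−) BMS961, where 191 was found, and about 1800 for Rara(−/−) with the combination, where 294 was found. The paper's numbers in Fig S3B are further about 2200 for Rarb(−/−) ATRA, where 359 was found, about 2200 for Rarb(−/−) BMS753, where 391 was found, and about 1300 for Rarb(−/−) BMS961, where 123 was found. In Fig S3B, the paper has about 1400 for Rarb(−/−) with the combination, where 145 was found, about 2200 for Rarg(−/−) ATRA, where 375 was found, and about 2100 for Rarg(−/−) BMS753, where 348 was found.

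For WT cells with ATRA at day 10, the paper gives 401 neuron, 100 astrocyte and 131 OPC markers, against 129, 24 and 36 here. Their sum is the paper's 632 against 189, which is the paper's 30% of the up-regulated genes against 47.8%. With markers found in 1 of the 3 cell type lists only, the share was 40.3%, within 1.5 times the paper's, and the other alternatives left it outside.

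For BMS961, the paper gives cell marker levels of 30% in Rarb(−/−) cells and 70% in Rara(−/−) cells, without naming a list. In Rarb(−/−) cells, 10.9% was found here for neuron, 29.2% for astrocyte and 16.7% for OPC markers. In Rara(−/−) cells, 35.7% was found for neuron, 79.2% for astrocyte and 41.7% for OPC markers. Only the astrocyte values of these lists were within 1.5 times the paper's. None of the astrocyte markers behind the value of Rarb(−/−) cells was up-regulated in WT cells with ATRA. Fig 1G, read by eye, shows the paper's value as about 46% for the recovery of neuron markers in WT BMS961, against 18.6% here, and about 51% for the recovery of neuron markers in WT with the combination, against 24.8% here. In Fig 1G the paper also has about 38% for the recovery of neuron markers in Rarb(−/−) with the combination, against 20.9% here, and about 44% for the recovery of OPC markers in WT with the combination, against 16.7% here. A further reading of the paper's Fig 1G gives about 48% for the recovery of GABAergic markers in WT with the combination, against 26.7% here, and about 63% for the recovery of glutamatergic markers in WT with the combination, against 26.1% here. The paper's Fig 1G shows about 70% for the recovery of OPC markers in Rara(−/−) BMS961, against 41.7% here.

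The paper's Paths 1, 2 and 4 of ATRA hold 1195, 725 and 582 genes, against 34, 89 and 266 here. The reference also differs, since the paper names vehicle at the start of the time course and the tables use ethanol at day 2. In Path 1 of ATRA, the paper counts 194 neuron, 65 astrocyte and 68 OPC markers, against 9, 2 and 5 here. In Path 2 of ATRA, the paper counts 107 neuron, 32 astrocyte and 35 OPC markers, against 31, 8 and 6 here. In Path 1 of BMS753, the paper counts 141 neuron, 54 astrocyte and 50 OPC markers, against 3, 0 and 0 here. In Path 4 of the combination, the paper counts 87 neuron, 23 astrocyte and 26 OPC markers, against 28, 14 and 6 here.

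For differentially expressed genes, Fig S3A, read by eye, shows the paper's about 1600 for WT ATRA day 2, where 144 was found, about 1900 for WT ATRA day 4, where 279 was found, and about 2500 for WT ATRA day 10, where 546 was found. Fig S3A has the paper's about 1300 for WT BMS753 day 2, where 145 was found, about 1800 for WT BMS753 day 4, where 204 was found, and about 2400 for WT BMS753 day 10, where 543 was found. From Fig S3A, the paper's numbers are about 1200 for WT with the combination day 2, where 91 was found, about 1100 for WT with the combination day 4, where 90 was found, and about 1700 for WT with the combination day 10, where 322 was found. The paper's Fig S3A further shows about 1700 for WT BMS961 day 10, where 274 was found, about 2300 for Rara(−/−) ATRA day 10, where 516 was found, and about 1900 for Rara(−/−) BMS961 day 10, where 342 was found. For differentially expressed genes, Fig S3A, read by eye, shows the paper's about 2000 for Rara(−/−) with the combination day 10, where 411 was found, about 2500 for Rarb(−/−) ATRA day 10, where 539 was found, and about 2500 for Rarb(−/−) BMS753 day 10, where 510 was found. Fig S3A has the paper's about 1600 for Rarb(−/−) BMS961 day 10, where 245 was found, about 1600 for Rarb(−/−) with the combination day 10, where 279 was found, and about 2500 for Rarg(−/−) ATRA day 10, where 541 was found. From Fig S3A, the paper's numbers are about 2400 for Rarg(−/−) BMS753 day 10, where 529 was found, about 1700 for Rarg(−/−) BMS641 day 10, where 286 was found, and about 1700 for Rarg(−/−) with the combination day 10, where 279 was found.

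Other statements of the paper also differ from the results here. The paper places all conditions treated with BMS961 or the combination in its second group, while the branch of WT ATRA here held 9 conditions, including Rara(−/−) cells with the combination and with BMS961. With the Spearman correlation in place of the Jaccard index, that branch held 7 conditions, the ATRA and BMS753 conditions of the paper's first group. With complete linkage, or without genes also up-regulated in ethanol, it held 8. In the paper, Path 1 of ATRA is larger than Path 4, while here Path 4 held 54.0% of the genes and Path 1 6.90%. The paper reads the paths as neuronal differentiation preceding glial emergence, while here 58.5% of the neuron, 48.3% of the astrocyte and 58.5% of the OPC markers of ATRA were up-regulated at day 10 only. A gene not listed at days 2 and 4 is not shown to be silent then. The sizes of the paths and these shares therefore cannot decide against the paper's order. The paper describes the Path 4 markers of the combination as rather unchanged relative to ATRA, while here neuron markers fell from 86 with ATRA to 28 and OPC markers from 24 to 6, and astrocyte markers were 14 with both. For Rara(−/−) cells with the combination, the paper ranks glutamatergic with astrocyte markers above the other lists. Here glutamatergic markers reached 65.2% and dopaminergic markers 72.3%. With markers found in 1 of the 3 cell type lists only, the values were 76.5% and 73.8%, which is the paper's order. The paper states that Prdm8 and the other factors of Fig 5 can be controlled by RARβ and RARγ in the absence of RARα, while in Rara(−/−) cells 1 of the 22 factors was up-regulated here with the combination and 6 with ATRA, against 5 in WT cells with ATRA. As many or more were found in 0.8% of random lists for Rara(−/−) cells with ATRA. The RARα agonist BMS753 itself up-regulated 2 of the factors in WT, 4 in Rarb(−/−) and 5 in Rarg(−/−) cells. Prdm8 was listed in no table of the Rara(−/−) line, and also not in WT or Rarg(−/−) cells with BMS753. Of the 22 factors, 11 were listed in any table, and a factor that is not listed is not shown to be unresponsive. The paper's statement rests on its network and on binding sites, and it also measured the factors in mESCs by RT–qPCR. None of this was used here, so these counts do not decide against the statement.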

Other observations

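The tests of the Rarg(−/−) pair, of the re-induced genes and of the number of genes under ATRA were chosen only after the result was seen.

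The 114 genes of the RARα agonist program that the combination up-regulated in Rara(−/−) but not WT cells were tested for 3 explanations other than a release from RARα. If smaller standard errors had brought more genes under the p-value limit, the standard errors of genes listed in both tables would be lower in Rara(−/−) cells, but their median ratio to WT was 1.046. None of the 114 genes is listed in WT cells with the combination, so this ratio comes from other genes and leaves the standard errors of the 114 themselves untested. If the genes lay just under the limit in WT cells, few would have a log2 fold change in Rara(−/−) cells more than 1 above the largest one that would have stayed unlisted in WT. This was so for 56 of 114 genes, which decides neither way, so for the others a fold change in WT cells near the limit could not be excluded. A state of the Rara(−/−) line that exists without any ligand could not be excluded either, since no vehicle-treated library of the line was used. BMS961 alone up-regulated 42 of the genes in this line and not the other 72. Such a state would raise these 72 too, but a gene that is not listed is not shown to be unchanged. The pattern therefore cannot be told apart from a ligand-independent state of the line. For the genes beyond the 56, it cannot be told apart from a fold change near the limit in WT cells either.

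The combination gave fewer listed genes than ATRA in WT cells at day 10. Smaller standard errors under ATRA would lower their ratio to those of the combination, and its median was 1.23 over the genes listed in both tables. The genes listed in 1 of the tables only could not be tested this way. Differences in library size could not be tested.

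In Rarg(−/−) cells, the up-regulated genes under BMS641 and under the combination had a Jaccard index of 0.840. A table given for 2 samples would make the log2 fold changes identical, and 3 of 242 genes listed in both were identical to 3 decimals. The limit written for ruling this out was fewer than 1 in 100, which 3 of 242 narrowly misses. By that rule alone the pattern cannot be told apart from this explanation, although all other values differed, with a median absolute difference of 0.198, which a single table given for both samples would not produce. The other 6 pairs compared had 5 of 179, 3 of 172, 1 of 249, 0 of 150, 2 of 162 and 15 of 410 identical values. That an agonist adds nothing where its receptor is deleted may be a second explanation. It was tested on BMS961 and the combination in Rarb(−/−) cells, whose Jaccard index of 0.506 was close to that of the same pair in Rara(−/−) cells, 0.497, and in WT cells, 0.443. That pair has another agonist and another deleted receptor, with 1 library per condition, so it does not decide the question for Rarg(−/−) cells.

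With ATRA, the mutant lines had fewer neuron markers than WT cells. Larger standard errors in the mutant tables would leave fewer genes under the p-value limit, and the median ratio of their standard errors to WT was at most 0.997 and at least 0.949 over the genes listed in both tables. The genes not listed in a mutant table could not be tested this way. In all 3 mutant lines, 201 genes were up-regulated, and 55 of them were not listed in WT cells with ATRA, with 9 neuron markers. In WT cells and in no mutant line, 108 genes were up-regulated, with 34 neuron markers, and BMS753 up-regulated 68 of these in Rarb(−/−), 28 in Rarg(−/−) and 49 in WT cells. No biological explanation was tested.

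Over the 23 tables, 10 genes were listed in the same direction in 18 or more. Bmp4, Gm16386, Igfbp5, Kctd12 and Mxd4 were up-regulated, and Cnga3, Enpp3, Htr1d, Lim2 and Rcvrn down-regulated. A deviation of the shared ethanol day 2 library would put them in the ethanol day 4 table too, where 2 of the 10 widely listed genes, Kctd12 and Mxd4, were found, while 9 were in that of day 10. Since absence from a table does not show that a gene is unchanged, a deviation of the reference is not ruled out for any of them.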
